# Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in *Brassica napus* L. male sterility induced by the chemical hybridization agent monosulfuron ester sodium

**DOI:** 10.1186/s12864-015-1388-5

**Published:** 2015-03-17

**Authors:** Zhanjie Li, Yufeng Cheng, Jianmin Cui, Peipei Zhang, Huixian Zhao, Shengwu Hu

**Keywords:** *Brassica napus* L., Chemical hybridization agent, Male sterility, Monosulfuron ester sodium, Expression profile, Carbohydrate and lipid metabolism

## Abstract

**Background:**

Chemical hybridization agents (CHAs) are often used to induce male sterility for the production of hybrid seeds. We previously discovered that monosulfuron ester sodium (MES), an acetolactate synthase (ALS) inhibitor of the herbicide sulfonylurea family, can induce rapeseed (*Brassica napus* L.) male sterility at approximately 1% concentration required for its herbicidal activity. To find some clues to the mechanism of MES inducing male sterility, the ultrastructural cytology observations, comparative transcriptome analysis, and physiological analysis on carbohydrate content were carried out in leaves and anthers at different developmental stages between the MES-treated and mock-treated rapeseed plants.

**Results:**

Cytological analysis revealed that the plastid ultrastructure was abnormal in pollen mother cells and tapetal cells in male sterility anthers induced by MES treatment, with less material accumulation in it. However, starch granules were observed in chloroplastids of the epidermis cells in male sterility anthers. Comparative transcriptome analysis identified 1501 differentially expressed transcripts (DETs) in leaves and anthers at different developmental stages, most of these DETs being localized in plastid and mitochondrion. Transcripts involved in metabolism, especially in carbohydrate and lipid metabolism, and cellular transport were differentially expressed. Pathway visualization showed that the tightly regulated gene network for metabolism was reprogrammed to respond to MES treatment. The results of cytological observation and transcriptome analysis in the MES-treated rapeseed plants were mirrored by carbohydrate content analysis. MES treatment led to decrease in soluble sugars content in leaves and early stage buds, but increase in soluble sugars content and decrease in starch content in middle stage buds.

**Conclusions:**

Our integrative results suggested that carbohydrate and lipid metabolism were influenced by CHA-MES treatment during rapeseed anther development, which might responsible for low concentration MES specifically inducing male sterility. A simple action model of CHA-MES inducing male sterility in *B. napus* was proposed. These results will help us to understand the mechanism of MES inducing male sterility at low concentration, and might provide some potential targets for developing new male sterility inducing CHAs and for genetic manipulation in rapeseed breeding.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1388-5) contains supplementary material, which is available to authorized users.

## Background

In plants, the hybrid F1 progeny usually exhibits heterosis (hybrid vigour) relative to the inbred parents [1,2]. Accordingly, the productivity of many crops has been boosted by introducing hybrid varieties [3]. An effective pollination control system is a prerequisite for heterosis utilization. In 1950, it was reported that the plant growth regulator maleic hydrazide can induce male sterility in corn plants [4,5]. This initial finding led to the induction of male sterility by a chemical hybridization agent (CHA), which became an important tool for crop heterosis. CHAs are not restricted to particular species and do not require the laborious practice of transferring sterility and fertility genes from one species/line to another, unlike the other two popular pollination control systems in hybrid breeding, i.e. cytoplasmic male sterility (CMS) and nuclear male sterility (NMS). In addition, CHAs enable breeders to develop hybrids with a higher heterosis level in a shorter time [3]. The technique is now widely used in crops heterosis, particularly in rapeseed (*Brassica napus* L.) [6,7]. Till date, several dozens of commercial hybrids based on CHA-induced male sterility have been registered according to the data from the bulletins of Chinese National Crop Variety Approval Committee. The availability of safe and selective chemicals capable of inducing male sterility without causing any significant adverse effect on plant growth and development has been the necessary prerequisite in the pursuit of this approach. We previously found that monosulfuron ester sodium (MES) can induce complete male sterility in rapeseed at a concentration below 1% of that required for its herbicide activity and it has no significant influence on plant vegetative growth [8].

In the herbicide field, sulfonylurea is well known for its eco-friendly, extreme low toxicity towards mammals, and ultralow dosage application [9]. MES is a new sulfonylurea herbicide that inhibits acetolactate synthase (ALS, EC4.1.3.18, also known as acetohydroxyacid synthase, AHAS), an enzyme in the first step of the branched-chain amino acids (BCAAs; including valine, leucine, and isoleucine) biosynthesis pathway [9]. Plant ALSs are encoded by nuclear genes, and their N-terminal signal peptide sequence is required for translocating the protein to the chloroplast [10]. In addition, ALS is the target of four other classes of herbicides in addition to the sulfonylurea class, including triazolopyrimidines, pyrimidinylthiobenzoates, sulfonylamino-carbonyltriazolinones, and imidazolinones [11]. Several ALS inhibitor herbicides are exploited as CHAs in crop breeding [12]. Previous studies suggested several biochemical and physiological effects as consequence of the primary action of ALS inhibitors when it was used at lethal concentration: a quick accumulation of pyruvate (the main substrate of ALS) [13,14]; increase in free amino acid pool likely through protein turnover [15-18]; a rapid accumulation of carbohydrate in leaves [19] related to decreased photoassimilate translocation to sink tissues [20] due to a decreased sink strength [21]; and induction of fermentative metabolism [13,22]. Two other studies reported genome-wide gene expression responses to different ALS-inhibitor herbicides in *Arabidopsis thaliana* using the Affymetrix ATH1 microarray [23,24]. Till date, very few studies were carried out to investigate the mechanism of ALS inhibitor CHAs inducing male sterility [8].

In flowering plants, the development of the male gametophyte occurs in the anther, and it is a well-programmed and elaborate process [25-27]. In *Arabidopsis*, anther development consists of two phases divided into 14 stages [27,28]. During phase I, from stage 1 to 8, the four lobes of the anther are formed, each containing reproductive cells (microspore mother cells) and nonreproductive cell layers. The lobe is organised and includes the following from the exterior to the interior: the epidermis, endothecium, middle layer, and tapetum [27,28]. The developing pollen is immersed in locular fluid containing nutrients such as sugars and lipids from the sporophytic (somatic) tissue tapetum [29]. The early stages of pollen development are characterized by active growth and high metabolic activity in the anther. Thus, anthers have the highest sink strength in developing flowers, and large amounts of sugars are mobilized to anthers for supporting their early development [30]. During phase II, microspores undergo meiosis to form the tetrads enclosed in a thick shell composed of a callose (β-1,3 glucan) wall and a pollen mother cell (PMC) wall composed of cellulose, hemicelluloses, and pectins [31]. The timely degradation of the callose and PMC walls is critical for microspore release from the tetrads [31]. At least three cell wall enzymes are involved in this process, including β-1,3-glucanase [32,33], endocellulase [34,35], and polygalacturonase (PG) [36]. During the maturation of pollen grains, the grains accumulate an energy reserve in the form of starch for germination and starch thus serves as a marker of pollen maturity [37]. On the other hand, at the late unicellular stage or early bicellular stage, tapetal cells degrade and their remnants are deposited on the pollen exine [38]. Sporopollenin, the major component of exine, is a complex polymer primarily composed of fatty acids and phenolic compounds [39]. Therefore, the biosynthesis and export processes of fatty acids are essential for exine formation. The development of microgametogenesis involves numerous genes expression and a large part of the metabolism coordinated by a complex regulation network in both somatic and gametophytic cells [40].

To better understand the mechanism how ALS inhibitor CHAs induced male sterility in rapeseed, we treated the rapeseed plants at the bolting stage with 0.1 μg mL^−1^ MES to induce male sterility during the entire flowering period without significantly affecting other tissues growth and development. The objectives of this study were to investigate 1) whether the ultrastructure of the anthers was affected in MES treated plants 2) which set of genes differentially expressed might be associated with the ultrastructure changes of MES treated anthers 3) how these cytological and transcriptome changes relate to modification of physiological processes in rapeseed plants after MES treatment. This study will provide some clues to the mechanism of MES inducing male sterility, and provide some potential targets for developing new CHAs and for genetic manipulation during rapeseed breeding.

## Results

### Cytological studies reveal that MES treatment affects the plastid ultrastructure and metabolite accumulation in the developing anthers

We previously showed that MES treatment causes two typical defects in sterile anthers: type I with early broken down tapetum at the PMC stage and type II with abnormal nondegraded tapetum at the mature pollen stage [8]. To better understand these phenomena, we observed the ultrastructure of fertile and sterile anthers from the mock-treated and MES-treated plants, respectively, during their development. The results showed that MES treatment affected the plastid ultrastructure and metabolite accumulation in the developing anthers (Figure 1). At the PMC stage, numerous plastids are dispersed in the cytoplasm of PMCs and tapetal cells in the mock-treated plants (Figure 1A–C). However, serious plasmolysis in PMCs and slight plasmolysis in tapetal cells were observed in the MES-treated male sterile plants (Figure 1D, E, and black arrow in 1F), and the cytoplasm of meiocytes and tapetal cells exhibited low electron density, with less plastids dispersed in them. At the vacuolated-microspore stage, the tapetum cells began to degrade and a number of elaioplasts and tapetosomes with abundant lipid compounds were formed in the tapetum of the mock-treated fertile anther (Figure 1G, H, white arrow). Besides, another type of plastids located in a crown, started to accumulate low electron-dense material and was surrounded by the rich ER (Figure 1I, white arrow). In contrast, in the MES-treated sterile plants, two types of abnormal tapetum were observed, as shown by Cheng *et al*. (2013) [8]. In type II abnormal tapetum, a number of elaioplasts and tapetosomes were formed, as seen in fertile plants; however, the tapetum cells did not degrade, the crowned plastids showed an irregular shape and were not well developed (Figure 1J, K, L). Type I abnormal tapetum was degraded and released noncompact elaioplasts and low electron-dense tapetosomes (Figure 1M, N). At the mature-pollen stage, the fertile pollen grains showed profuse globular particles (Figure 1O, P, Q); however, the sterile pollen grains were almost empty, type II tapetum still showed an intact and visible tapetal cell wall (Figure 1R, S), and type I tapetum showed solidified bulks (Figure 1T).

**Figure 1:**
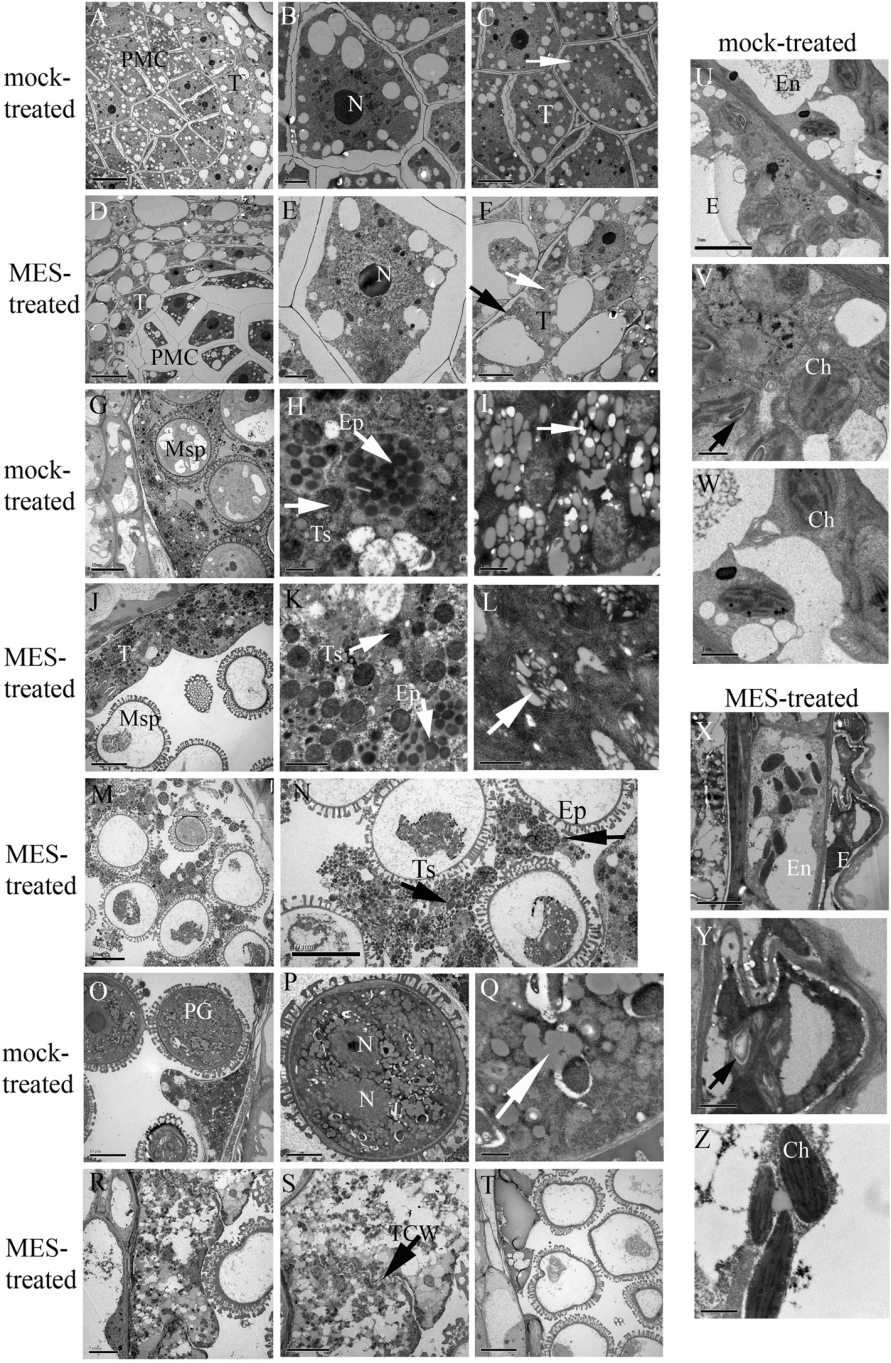
**Transmission Electron Microscope (TEM) micrographs of the anthers from the mock-treated (fertile) and MES-treated (sterile) plants. (A)** The fertile anthers at pollen mother cell (PMC) stage; **(B)** Enlarged fertile meiocytes in **(A)**; and **(C)** Enlarged fertile tapetum in **(A)** showing numerous plastids dispersed in cytoplasm (white arrow). **(D)** The sterile anthers at PMC stage; **(E)** Enlarged sterile meiocytes in **(D)** showing less plastids in condensed cytoplasm separated from the cell wall; **(F)** Enlarged sterile tapetum in **(D)** showing little abnormal plastids (white arrow) and more large vacuoles in cytoplasm, and with a little plasmolysis at meiocyte side (black arrow). **(G)** The fertile anthers at vacuolated-microspore stage; **(H)** The degraded tapetum in **(G)** showing elaioplasts and tapetsomes with abundant lipids; **(I)** Plastids in tapetum located in a crown showing filled with globular low electron-dense metabolites and surrounded by rich endoplasmic reticulum (ER). **(J)** The sterile anthers at vacuolated-microspore stage (type I); **(K)** The undegraded tapetum in **(J)** showing elaioplasts and tapetsomes with abundant lipids; **(L)** Plastids in tapetum located in a crown showing irregular shaped low electron-dense material. **(M)** The sterile anthers at vacuolated-microspore stage (type II); **(N)** The degraded tapetum in **(M)** showing scattered elaioplasts and tapetsomes with fuzzy structure; **(O)** The fertile anthers at mature pollen grain stage; **(P)** The pollen grain in **(O)** showing profuse globular particles; **(Q)** The enlarged globular particles in **(P)**. **(R)** The sterile anthers at mature pollen grain stage (type II); **(S)** The undegraded tapetum in **(R)** died but cell wall still existed (black arrow); **(T)** The sterile anthers at mature pollen grain stage (type I). **(U)** The epidermis and endothecium cells in fertile plants at vacuolated-microspore stage; **(V)** The epidermis cells in **(U)** showing normal oval-shaped chloroplastids with distinct thylakoid structure and little starch granules in thylakoid; **(W)** The endothecium cells in **(U)** showing oval-shaped chloroplastids with distinct thylakoid structure. **(X)** The epidermis and endothecium cells in sterile plants at vacuolated-microspore stage; **(Y)** The epidermis cells in **(X)** showing abnormal chloroplastids with large starch granules in thylakoid; **(Z)** The endothecium cells in **(X)** showing fusiform-shaped chloroplastids with linear thylakoid structure. PMC, pollen mother cell; N, nucleus; T, tapetum; Msp, microspore; Ep, elaioplast; Ts, tapetosome; PG, pollen grain; TCW, tapetum cell wall; E, epidermis; En, endothecium; Ch, chloroplast. Scale bars = 10 μm (A, D, G, J, M, N, O and T), 5 μm (C, F, P, R, S, U and X), 2 μm (B, E and K), and 1 μm (H, I, L, Q, V, W, Y and Z).

Furthermore, at the vacuolated-microspore stage, the chloroplastids in the epidermis and endothecium cells of the MES-treated plants exhibited defects. In fertile plants, the epidermis and endothecium cells showed normal oval-shaped chloroplastids with a distinct thylakoid structure and little starch granules in the thylakoid (Figure 1U, V, W); however, in the MES-treated sterile plants, the chloroplastids of the epidermis cells showed large starch granules in the thylakoid and the endothecium cells displayed fusiform-shaped chloroplastids with a linear thylakoid structure (Figure 1X, Y, Z).

### Identification of transcripts differentially expressed between the MES-treated and mock-treated rapeseed plants

To obtain genome-wide gene expression profiles in the MES-treated and mock-treated plants of *B. napus*, the Agilent Single Channel *Brassica* Oligo Microarray (4 × 44 K) was used. 

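Each array was hybridized with RNA from 1 sample, labelled with Cy3. The samples were leaves (Ls), small buds under 1 mm in length (SBs), anthers from middle buds between 1 mm and 3 mm (An-MBs) and anthers from large buds over 3 mm (An-LBs). Plants of the MES-treated group had been sprayed with 0.1 μg/mL MES, about 15 mL per plant, and the mock-treated group without it. All 8 groups held 3 biological replicates, and each replicate was a mixture from 20 rows of plants. The authors read the scanned arrays with Feature Extraction, which subtracted the background and removed spatial trends within each array. They then normalized the signals by quantiles in GeneSpring and took log2. Here the log2 transformed Feature Extraction signals were normalized by quantiles over all 24 arrays, after averaging the spots of each probe and leaving out 1417 control spots. The values obtained differed from those of the authors by a median of 6.54e-07 on the log2 scale. Between 73.0% and 81.9% of the probes on an array were well above background. The group medians of this share ran from 73.1% in mock-treated Ls to 80.8% in MES-treated An-LBs, and the median signal of an array before normalization lay between 377.5 and 1208. The small number of arrays per group limits the precision of every value.

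Groups were compared by the moderated test of limma (version 3.58.1) with only the 6 arrays of a comparison, two-sided, over the probes well above background on at least 3 of them. A probe was counted as changed at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The methods' t-test was run as an alternative. Spots that Feature Extraction marked as uneven or outlying, on 3 to 68 probes per array, had no weight. Where a probe was not well above background on any array of a group, its change is given only as a lower bound, written as at least so many fold. The bound sets the mean of the brighter group against the mean, in the dimmer group, of the higher of the lowest signal of a probe well above background on the array and the probe's own signal. Gene names are those the paper's tables give to a probe, because 0 of the identifiers on the arrays were found in the RefSeq gene table. The mock-treated samples were hybridized on slides 1 to 3 and the MES-treated samples on slides 4 to 6, apart from replicate 2 of MES-treated An-LBs. That array was on slide 7 and was scanned on another day with another scanner model.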

Three independent biological replicates of four pairs of tissues (organs) from the MES-treated and mock-treated plants were collected for gene expression analysis, resulting in a dataset of 24 microarrays. The four tissues (organs) (Figure 2) included the leaves from main inflorescences (Ls), the small buds less than 1 mm in length containing microgametocytes before and during pollen mother stage (SBs), the anthers from middle buds with length between 1 mm and 3 mm containing microgametocytes from meiosis to early uninucleate microspore stage (An-MBs), and the anthers from large buds more than 3 mm in length containing microgametocytes from vacuolated stage to mature pollen stage (An-LBs). 

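Correlations between replicates were computed across all probes other than controls for the 24 pairs of arrays within a group. On linear signals without normalization, Pearson's r ranged from 0.850 between replicates 1 and 2 of MES-treated An-MBs to 0.991 between replicates 1 and 2 of mock-treated Ls, with a mean of 0.945 and an SD of 0.0358. After quantile normalization on the log2 scale it ranged from 0.945 to 0.990, with a mean of 0.975 and an SD of 0.0119. Over the 27364 probes well above background on all 24 arrays, the mean was 0.964. These coefficients are taken across probes, which are not independent replicates, so no p-value was attached to them.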

The data quality was assessed using two measurements: (1) correlation coefficients between biological replicates, which ranged from 0.8495 to 0.9906, with a mean of 0.9447 (Additional file 1), and (2) quantitative real time RT-PCR (qRT-PCR), which was performed on 62 randomly selected genes. The results of qRT-PCT analysis showed a high degree of concordance (R^2^ = 0.8775) with microarray results (Additional file 2). Taken together, these demonstrated that the microarray results obtained in this study were reliable.

**Figure 2:**
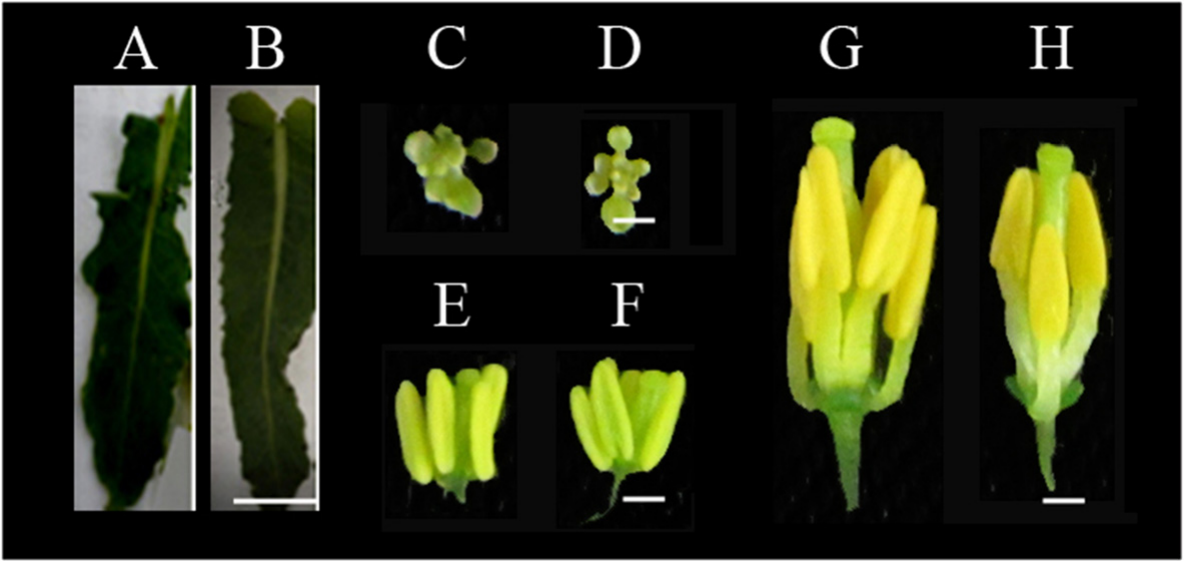
**Photographs of the leaves and developmental anthers for microarrays from the mock-treated (A, C, E, G) and MES-treated (B, D, F, H) plants.** **A-B**, young leaves from the main inflorescences (Ls); **C-D**, small buds (SBs); **E-F**, anthers from middle buds (An-MBs); **G-H**, anthers form large buds (An-LBs). Scale bar in leaves was 1 cm, scale bars in SBs, An-MBs, and An-LBs were 1 mm.

To identify differentially expressed transcripts (DETs) between the MES-treated and mock-treated groups involved in microgametogenesis, two sets of Student’s t-test comparisons were performed (Figure 3). 

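Within each treatment, the 4 tissues (organs) were compared in all 6 pairs. In the mock-treated group, 27714 of the 36414 probes tested differed between at least 1 pair of tissues, and in the MES-treated group 18688 of 35811 did, with 16607 probes in both sets. The numbers for single pairs in the mock-treated group ran from 6120 probes between SBs and An-MBs to 17540 between Ls and An-LBs. In the MES-treated group they ran from 2576 between An-MBs and An-LBs to 11833 between SBs and An-LBs. The pair of An-MBs and An-LBs gave 14311 probes in the mock-treated group. The alternative that moved both totals most was Welch's test at the p-value threshold of the methods with a filter on detection, which was added after the data were seen and gave 11679 and 3787 probes. Arrays of 1 tissue lay at 1 position of their slides, apart from replicate 2 of MES-treated An-LBs, so position and tissue cannot be told apart in these comparisons.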

Firstly, vertical comparisons (comparisons within groups, Figure 3A) were conducted to identify DETs involved in anther development, 11,428 and 3,786 DETs being identified within the mock-treated group and MES-treated group, respectively (right and left circle in Figure 3C). Secondly, horizontal comparisons (comparisons between groups, Figure 3B) were conducted to identify DETs caused by MES-treatment in the tissues (organs) tested, 1011 up-regulated and 1218 down-regulated transcripts being identified in the four-pair tissues (organs) (up and bottom circle in Figure 3C). 

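In the comparisons of MES-treated with mock-treated plants, 820 probes were higher and 747 lower in Ls among 32491 tested. In SBs, 614 were higher and 787 lower among 33935. An-MBs had 1474 higher and 994 lower probes among 34773, and An-LBs had 6059 higher and 4174 lower among 35095. Over the 4 tissues (organs), 7171 probes were higher in at least 1 tissue and 5764 were lower. Among all probes tested, changed or not, the MES values all lay on 1 side of all mock values for 12182 in Ls, 9639 in SBs, 11269 in An-MBs and 19766 in An-LBs, where chance gives 10% of the probes. Apart from the omission of arrays, the alternative that moved the first 2 tissues most was the methods' t-test with Benjamini-Hochberg adjustment, which left 24 probes in Ls and 6 in SBs. In An-MBs and An-LBs, Welch's test with a filter on detection moved the counts most, to 255 and 1800 probes.

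The counts in Ls, SBs and An-MBs depended on single arrays. Without mock replicate 1, 2 or 3, Ls had 5, 3 and 15 changed probes, without MES replicate 1 it had 8, and without MES replicate 2 it had 4193. In SBs the count was 42, 454 and 777 without mock replicate 1, 2 and 3, and 626 and 207 without MES replicate 1 and 3. An-MBs had 251, 773 and 578 without mock replicate 1, 2 and 3, and 966, 5289 and 775 without MES replicate 1, 2 and 3. MES replicate 2 of An-MBs had a median signal of 383.9, against 1098 and 1162 for replicates 1 and 3. Its r with them was 0.945 and 0.954 after quantile normalization on the log2 scale, against 0.989 between these. An absent call in An-MBs can therefore depend on this array. In An-LBs all counts with an array left out lay between 7936 and 10010.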

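Among the largest changes of probes well above background on all 6 arrays and separated between the groups were some with names. In An-LBs, A_46_P130374, which the paper's tables pair with AT2G43050, rose from 7.43 ± 0.44 (SD, n = 3) to 17.87 ± 0.32 on the log2 scale (adjusted p = 5.50e-06 from limma). The probe A_46_P151224, paired with AT3G03341, rose by 5.62 in An-MBs (adjusted p = 0.0188) and by 9.16 in An-LBs (adjusted p = 0.000132), and its call in An-MBs was lost without mock replicate 1 or 3 or MES replicate 1 or 3. A_46_P141109, paired with AT1G11770, fell by 11.33 in An-LBs (adjusted p = 5.49e-06), and A_46_P230784, paired with AT3G28790, fell by 9.39 in An-MBs (adjusted p = 0.000835). In Ls and SBs none of the 6 largest changes per tissue belonged to a probe named in the paper's tables. Their log2 fold changes ran from -4.13 to 6.41 in Ls and from -9.49 to 4.66 in SBs.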

The common DETs identified in both the vertical and horizontal comparisons described above were considered as anther development related genes affected by MES treatment (Figure 3C). Therefore, 102 + 108 + 332 and 31 + 84 + 846 DETs (red and green parts in venn diagram in Figure 3C) corresponding to 1501 unique DETs (Additional file 3) were selected for further analysis in this study, in order to reveal the alteration of gene expressions induced by MES treatment in the tissues (organs) tested. Distribution of these 1501 DETs indicated that over 64% (961/1501) were down-regulated and only 36% (542/1501) were up-regulated in at least one tissue (organ) in the MES-treated plants (Table 1). In addition, small fractions of these DETs were in Ls and SBs (77 and 60, respectively) with 2 ~ 5-fold change (up-regulation or down-regulation), while the majority were found in An-MBs and An-LBs (127 and 898, respectively) mainly with 10-fold or more down-regulation. This suggested that MES treatment led to expression alterations of a small number of genes in Ls and SBs of rapeseed plants and a large number of genes in An-MBs and An-LBs.

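A probe entered the common set here when it was changed by MES in at least 1 tissue (organ) and also differed between tissues within the mock-treated or the MES-treated group. Of the 12617 probes changed by MES in at least 1 tissue, 11991 met this, of which 840 differed between tissues in the MES-treated group only. All 1501 transcripts of the paper's set were among them. In every tissue in which the paper lists a transcript as changed, the probe was also changed here and in the direction the paper gives, for 77 transcripts in Ls, 67 in SBs, 161 in An-MBs and 1238 in An-LBs. With each array left out in turn, the size of the common set stayed between 10174 and 13647.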

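Of the 11991 probes in the common set, 6720 (56.0%) were higher and 5589 (46.6%) were lower in at least 1 tissue (organ) of the MES-treated plants, and 318 belonged to both groups. The share of lower probes was 51.7% when each array was shifted to its 75th percentile in place of quantile normalization, 58.2% under the methods' t-test, and 64.9% under Welch's test with a filter on detection, the alternative that moved it most. With single arrays left out it lay between 42.4% and 50.8%.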

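Within the common set, 774 probes were higher and 731 lower in Ls, and 596 were higher and 772 lower in SBs. In An-MBs these numbers were 1436 and 968, and in An-LBs 5644 and 4042. Changes of 10-fold or more were found for 103 higher and 15 lower probes in Ls, 38 higher and 181 lower probes in SBs, 214 higher and 434 lower probes in An-MBs, and 559 higher and 1594 lower probes in An-LBs. Of the 434 probes lower by 10-fold or more in An-MBs, 261 were not well above background on any MES array. The same held for 58 of the 181 in SBs and 507 of the 1594 in An-LBs. A fall of 10-fold is not shown for all of these probes, because the lower bound of a fall can be smaller. For A_46_P371475 in An-MBs the fitted fall was 22.7-fold and the lower bound 9.07-fold. Higher probes not well above background on any mock array have the same limit.

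Whether the effect of MES differed between tissues was tested itself, as a difference of effects in a limma fit of all 24 arrays. It differed at an adjusted p under 0.05 for 1472 probes between Ls and SBs, 1906 between SBs and An-MBs, 4689 between Ls and An-MBs, 5431 between An-MBs and An-LBs, 8008 between SBs and An-LBs and 10933 between Ls and An-LBs. Some changed probes were shared between tissues. An-MBs and An-LBs shared 1006 higher and 634 lower probes, with 39 in opposite directions. SBs shared 350 higher and 175 lower probes with An-LBs, with 82 in opposite directions, and 212 higher and 54 lower with An-MBs, with 18 in opposite directions. Ls shared 365 higher and 84 lower probes with An-LBs, with 174 in opposite directions, 170 higher and 23 lower with An-MBs, with 35 opposite, and 108 higher and 28 lower with SBs, with 12 opposite.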

**Figure 3:**
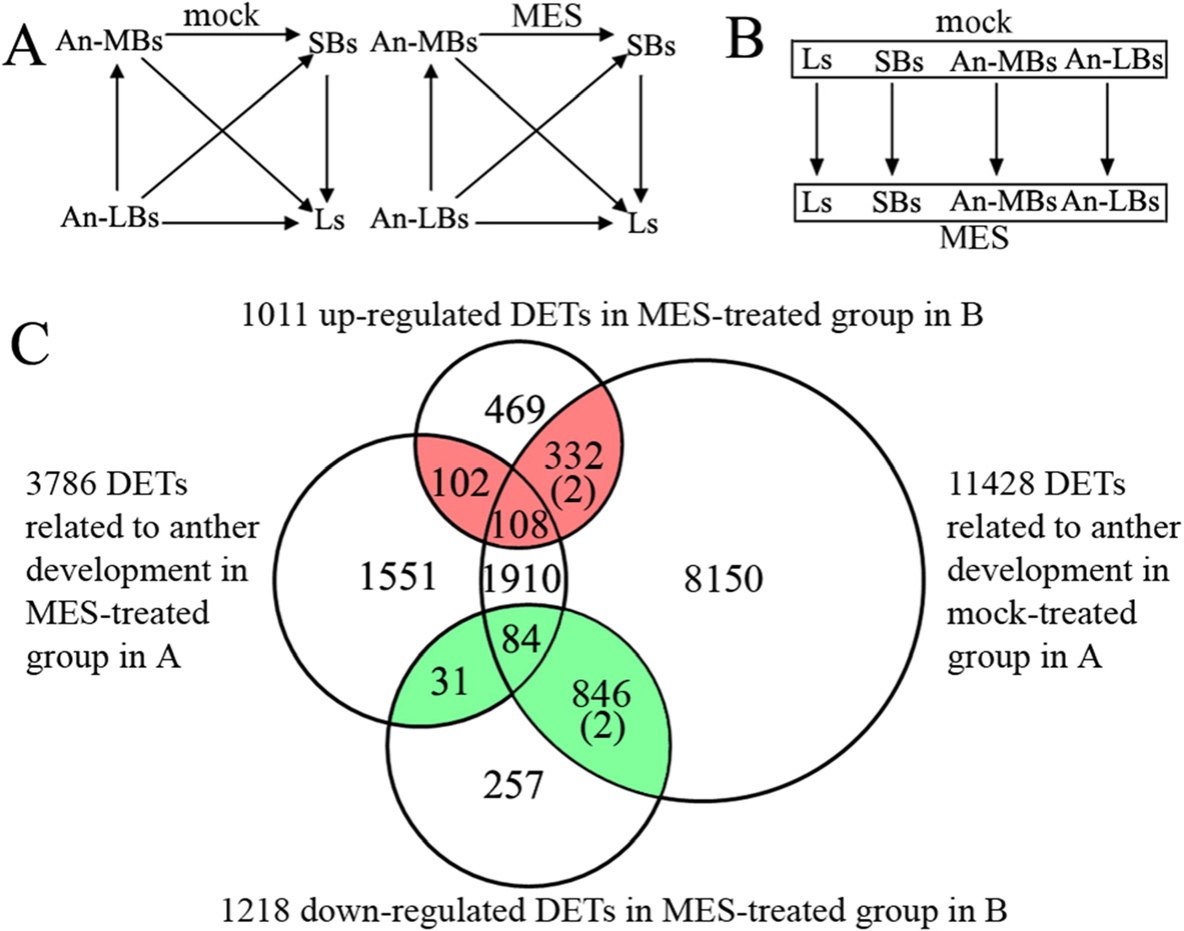
**Strategies for identification of differentially expressed transcripts (DETs) involved in microgametogenesis between the MES-treated and mock-treated plants by two sets of student’s t-test comparisons. (A)** Comparisons within groups. The pair-wise comparisons of Student’s t-test between tissues (organs) were carried out within mock-treatment groups and MES-treatment groups, respectively, to detected DETs related to anther development under mock-treatment (control, fertile) and MES-treatment (male sterile) conditions. The criteria for screening DETs were p-value <0.001 and fold change ≥ 2. mock, mock-treatment; MES, MES-treatment; **(B)** Comparisons between the MES-treated and mock-treated groups. The pair-wise comparisons of Student’s t-test were performed between the corresponding tissues (organs) of the mock-treated group and the MES-treated group to identify DETs related to MES-treatment. The screen criteria were same as above. **(C)** Venn diagram showing the DETs involved in microgametogenesis between the MES-treated and mock-treated groups. Comparisons within groups produced two sets of DETs, development-related genes in the MES-treated plants and in the mock-treated plants (the left and right cycles). Comparisons between groups also produced two sets of DETs, up-regulated genes and down-regulated genes in MES-treated group (the up and down cycles). These four sets of DETs were all collected, respectively. The common sections (totally 1501 unique DETs, the red and green parts, (2) indicates 2 DETs existing in the both data sets) were considered to be anther development-related genes affected by MES-treatment.

**Table 1:** **Distribution of differentially expressed transcripts (DETs) in MES-treated rapeseed plants**

**Fold change**	**Ls**	**SBs**	**An-MBs**	**An-LBs**	**Total unique**
**Up-regulated**					
**2 ~ 5**	24	31	39	280	
**5 ~ 10**	2	6	25	66	
**≥10**	0	2	21	69	
**Total-up**	26	39	85	415	542
**Down-regulated**					
**2 ~ 5**	48	18	14	136	
**5 ~ 10**	3	5	3	79	
**≥10**	0	5	59	608	
**Total-down**	51	28	76	823	961
**Total**	77	67	161	1238	1501*

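The probe A_46_P229574, which the paper's tables pair with AT4G00350, had normalized log2 signals of 6.17 ± 0.16 (SD, n = 3) in mock-treated and 7.77 ± 0.09 in MES-treated Ls, a log2 fold change of 1.60 (standard error 0.17, adjusted p = 0.0248 from limma). In An-LBs it was 15.15 ± 0.51 in mock-treated and 6.45 ± 0.75 in MES-treated plants, a log2 fold change of -8.70 (standard error 0.44, adjusted p = 4.51e-05). The difference between both effects was -10.30 (standard error 0.47, adjusted p = 4.62e-12). The call in Ls was lost with normexp background correction, under the adjusted form of the methods' t-test, and without MES replicate 1 or any mock array of Ls. The probe A_46_P381563 has no Arabidopsis identifier in the paper's tables. Its log2 fold changes were 1.08 in SBs (adjusted p = 0.0168), 1.38 in An-MBs (adjusted p = 0.0118) and -2.78 in An-LBs (adjusted p = 0.000355). Leaving out single arrays, among them mock replicate 1 in each tissue, removed its calls in SBs and An-MBs but not in An-LBs.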

*two DETs (A_46_P229574, A_46_P381563) existed both in the up-regulated and down-regulated probe sets.

### Subcellular localization and functional category analysis of differentially expressed genes

To reveal the functions of these DETs identified above, we annotated them by BLASTN against *Arabidopsis* Information Resource (TAIR, http://www.arabidopsis.org/Blast/index.jsp), considering the limited information of gene functional annotations in *B. napus* and the sufficient information in *Arabidopsis* as well as very high coding-sequence similarity (approximately 85%) between these two species [41]. Of the 1501 DETs, 1379 (91.87%) were highly similar to 1807 *A. thaliana* genes (AGI identifiers) (BLSATN; E-value < 10^−5^ for nucleic acids) and could be thus annotated. The remaining 122 DETs did not find a close orthologue in the TAIR database and therefore was not be annotated (Additional file 4).

The localization of these DETs might provide clues to where they function. To gain insight into the biological functions of these 1087 annotated unigenes, subcellular localization and functional category analysis were conducted according to the information from Munich Information Center for Protein Sequences (MIPS) (Figure 4). The 1087 unigenes could be distributed into 14 subcellular localizations, with the largest three categories being the plastid/chloroplast (31.95%), mitochondrion (23.82%), and nucleus (13.23%), followed by the eukaryotic plasma membrane (7.37%), cell wall (6.99%), and cytoplasm (6.24%) (Figure 4A). Furthermore, the 1087 unigenes were classified into 21 functional categories, and the top five categories were proteins with binding functions, metabolism, unclassified proteins, cellular transport, and protein fate, representing approximately 70% of the total differentially expressed unigenes (Figure 4B). In order to understand the functions of DETs in different tissues, we performed the category enrichment analysis in four tissues separately (Figure 4C). The results of the functional category (Figure 4B) and enrichment analysis (Figure 4C) suggested that two categories, namely metabolism and cellular transport, were particularly affected by the treatment. They were not only overrepresented in all four tissues but also in the top four functional categories for relative abundance. The other overrepresented classes with only few genes falling in a certain functional category, including energy, cell rescue, and interaction with the environment etc., won’t be given further consideration in this study. Furthermore, detailed subcategory analysis of metabolism revealed that carbohydrate metabolism and lipid metabolism were significantly enriched (top of the right panel in Figure 4C), while detailed subcategory analysis of cellular transport exhibited that electron transport was enriched in all the tissues, along with carbohydrate transport, lipid transport, and hormone transport that were highly enriched in SBs (bottom of the right panel in Figure 4C).

**Figure 4:**
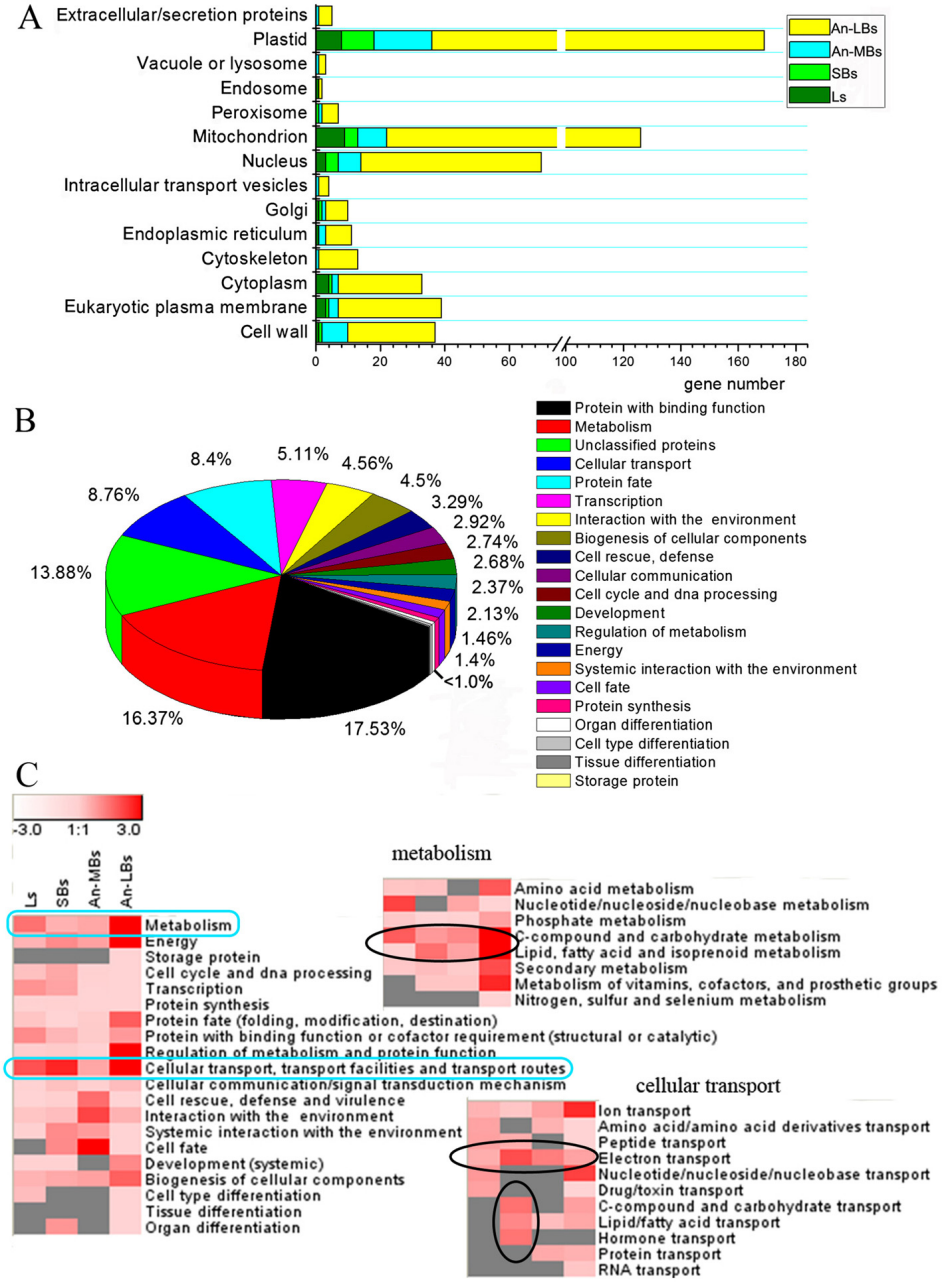
**Subcellular localization and functional categories of the 1087 differentially expressed unigenes between the MES-treated and the mock-treated rapeseed plants. (A)** Subcellular localization, **(B)** Functional categories, **(C)** Enrichment analysis of the functional categories list in B. The scale bar indicates -log (P-value), with highly enriched categories in red color, and invalid values in gray, whereas the P-value was calculated according to a hypothesis test using cumulative hypergeometric distribution. Left panel, enrichment analysis of all the unigenes in functional categories listed in B, except for those in unclassified category; the right panels, enrichment analysis of the sub-categories from metabolism and cellular transport (blue rectangles), respectively. The prominent enriched sub-categories were circled in black ellipses.

Furthermore, to get the overview of the pathways where the DETs are taking part in, the 1087 unigenes described above were further analyzed by MapMan software. The biotic stress and metabolism pathway visualization are shown in Figure 5. In the biotic stress visualization (Figure 5A), most of the genes whose expressions were altered by MES treatment were involved in signaling, proteolysis, and cell wall. Detail information of these pathways revealed that 23 of the genes in the signaling pathway belonged to the protein kinase signaling, and 21 belonged to calcium signaling. However, most of these genes in signaling were differentially expressed in An-LBs, except for eight genes altered in other tissues (Additional file 5). 

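The 72 probes that Additional file 5 lists for signalling were followed through the 4 comparisons. In An-LBs, 22 were higher and 48 lower among 71 tested, with a median log2 fold change of -3.41. In the other tissues (organs), 24 of the 72 were changed, namely 8 higher and none lower in Ls, 3 higher and 3 lower in SBs, and 6 higher and 10 lower in An-MBs. Of 23 probes for protein kinases, 9 were higher and 13 lower in An-LBs, and of 21 probes for calcium signalling, 4 were higher and 16 lower. Because the list was drawn from transcripts changed on these arrays, the counts describe it and no enrichment was tested.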

In proteolysis pathway, 32 of 56 protein degradation related genes were coding for the 26S proteasome complex, which mediates ubiquitin-dependent protein degradation. Interestingly, eight of the 56 protein degradation related genes were up-regulated in An-MBs, while most of the others were down-regulated in An-LBs (Additional file 5). This indicated that MES treatment might invoke activation of protein degradation process in the An-MBs of the MES-treated plants. In addition, a large number of cell wall related genes were down-regulated, this might be related to metabolism regulation instead of stress response, and it will be further analyzed below. 

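For protein degradation, Additional file 5 holds 55 different probes. In An-MBs, 12 of the 49 tested were higher and 3 lower in MES-treated plants, with a median log2 fold change of 0.28. Under the shift to the 75th percentile these numbers were 10 and 4. In An-LBs, 21 were higher and 31 lower, with a median of -1.68. The 31 probes of ubiquitin-dependent degradation gave 7 higher and 2 lower probes in An-MBs, and 11 higher and 20 lower in An-LBs. Ls had 8 higher and 2 lower probes of the whole list, and SBs had 2 in each direction, or 2 higher and 1 lower under the shift.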

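Among the 43 cell wall probes of Additional file 5, 15 were lower and 3 higher in MES-treated An-MBs, and 35 were lower and 6 higher in An-LBs, where the median log2 fold change was -7.29. In Ls 1 probe was lower and 1 higher, and in SBs 2 were lower and 2 higher. The lower probe in Ls lost its call under the shift to the 75th percentile and with normexp background correction. With normexp background correction, which draws dim signals together, the counts were 13 lower and 4 higher in An-MBs and 33 lower and 6 higher in An-LBs.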

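The probes of Additional file 5 for carbohydrate (CHO) and lipid metabolism were counted in each tissue (organ). Of 6 probes for major CHO metabolism, 3 were lower in MES-treated Ls, with none higher. None changed in SBs or An-MBs by limma or by the methods' t-test, where 2 and 1 had an unadjusted p under 0.05 by limma, and 3 were higher and none lower in An-LBs. In An-MBs the starch gene AGP was at 10.12 and 10.09 on MES replicates 1 and 3 but at 7.23 on replicate 2, against 7.83, 8.39 and 8.59 in mock-treated plants. PGM and PHS2 had the same pattern, while DPE1 on MES replicates 1 and 3 lay near the mock arrays. The absent calls in An-MBs therefore do not exclude a change. Of 11 probes for minor CHO metabolism, 7 were lower and 3 higher in An-LBs, 2 were higher and none lower in Ls, 2 higher and 1 lower in SBs, and 1 higher and none lower in An-MBs. The 22 probes for lipid metabolism gave 14 lower and 8 higher in An-LBs, 5 lower and 4 higher in An-MBs, 1 lower and 2 higher in SBs, and 1 lower and none higher in Ls. The count of lipid probes in Ls was 0 with normexp background correction. The lipid probes in An-MBs were 4 lower and 4 higher under the shift to the 75th percentile, and the minor CHO probes in SBs 2 lower and 2 higher with normexp.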

In metabolism pathway visualization (Figure 5B), though the differentially expressed genes were dispersed in various primary and secondary metabolism pathways, a large number of genes were down-regulated in major and minor CHO, cell wall, and lipid metabolism in all four tissues. This result was consistent with the functional category and enrichment analysis mentioned above. Detail information of these pathways revealed that a large part of genes were differentially expressed in Ls, SBs, and An-MBs (Additional file 5). Interestingly, the few genes involved in amino acid metabolism were mainly up-regulated in An-LBs (Figure 5B, Additional file 5). 

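Additional file 5 lists 18 probes for amino acid metabolism. In An-LBs of the MES-treated plants, 12 were higher and 4 lower, with a median log2 fold change of 1.53. In SBs 5 were higher and 1 lower, in Ls 3 were higher and 1 lower, and in An-MBs 1 was higher and 1 lower, or 2 higher and 1 lower under the shift to the 75th percentile or with normexp background correction. The median log2 fold change was 0.95 in SBs, 0.61 in Ls and 1.13 in An-MBs. In An-MBs 10 of the 17 tested had an unadjusted p under 0.05 by limma. Under the shift to the 75th percentile, 11 were higher and 4 lower in An-LBs.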

Overall, these findings suggested that MES induced a tightly regulated gene network for metabolism reprogramming in the MES-treated plant anthers, especially for carbohydrate, cell wall, and lipid metabolism pathways.

**Figure 5:**
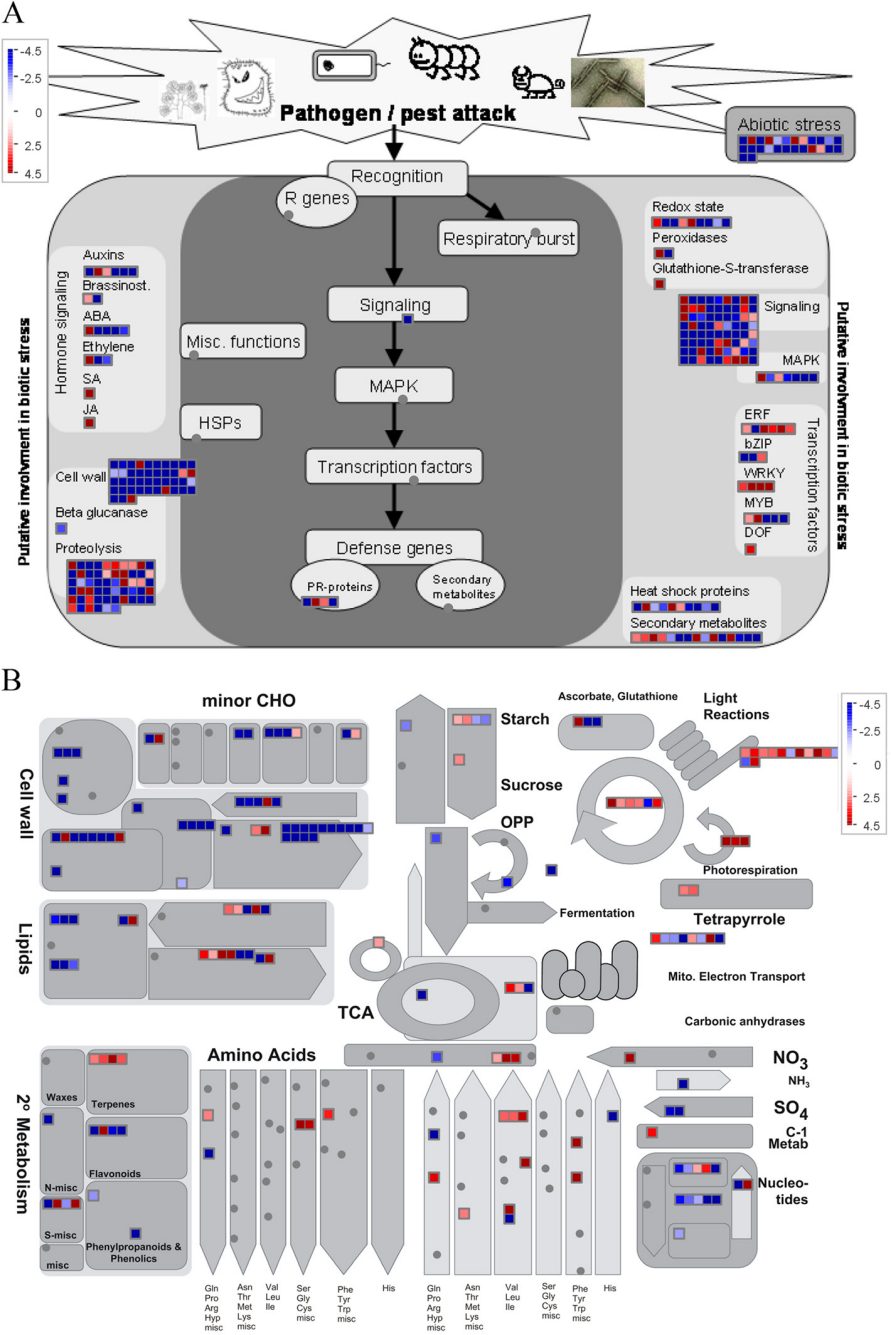
**Transcripts involved in stress (A) and metabolism (B) assigned by MapMan in rapeseed leaves and developmental anthers treated by MES.** Positive fold change values (red) indicate up-regulation, whereas negative fold change values (blue) denote down-regulation. Color saturates at 4.5-fold change. Each square represents a differentially expressed transcript.

### Expression changes of genes involved in carbohydrate, cell wall, and lipid metabolism

Combining functional category analysis results with cytological observation that severe damage occurred at late stage anthers (Figure 1J-N, R-T), we considered that most of the differentially expressed genes in An-LBs were the consequence of male sterility. On the contrary, early responses in SBs and An-MBs might provide some important clues to how low concentration of MES is inducing male sterility. Therefore, we paid more attention to the differentially expressed genes in Ls, SBs, and An-MBs. To further corroborate the view that expressions of carbohydrate, cell wall, and lipid metabolism-related genes were significantly altered by MES treatment during anther development process, detailed alternations of gene expressions were further analyzed in Ls, SBs, and An-MBs.

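Outside the starch pathway, 4 probes of Table 2 with a fold change in Ls were measured as follows. The normalized log2 signal of the CAD4 probe A_46_P289908 (AT3G19450) was 11.05 ± 0.11 (SD, n = 3) in mock-treated and 9.81 ± 0.10 in MES-treated plants, a log2 fold change of -1.24 (standard error 0.16, adjusted p = 0.0269 from limma). The BXL1 probe A_46_P147824 (AT5G49360) rose from 10.22 ± 0.17 to 11.65 ± 0.19, a log2 fold change of 1.43 (adjusted p = 0.0284). For TLL1 (A_46_P291948, AT1G45201) the log2 fold change was -1.82 (adjusted p = 0.0248), and for A_46_P005266 (AT2G05790) it was -1.62 (adjusted p = 0.0248). All 3 MES values lay beyond all 3 mock values for each of the 10 Table 2 probes in Ls. The 10 probes were also called when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Each of the 10 calls was lost without MES replicate 1 or any mock array of Ls, where the adjusted p rose above 0.05.

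**Figure D1:**
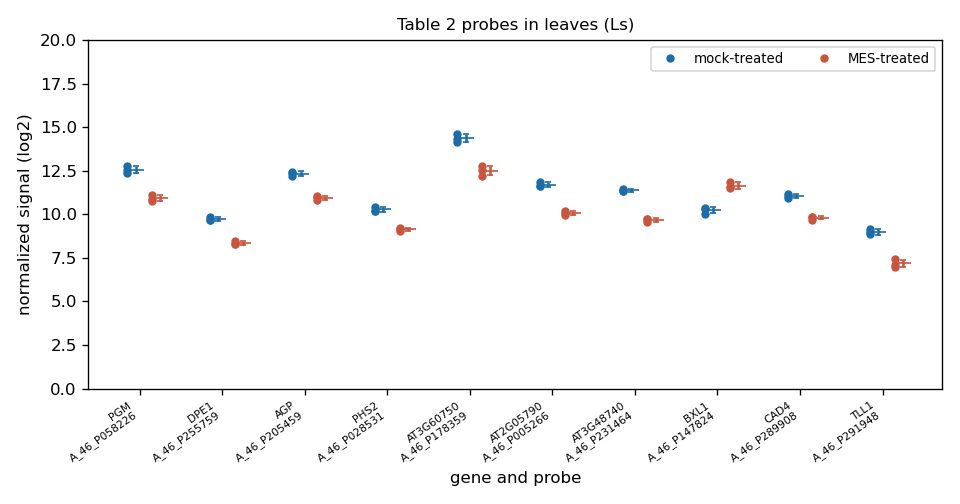
Normalized log2 signals of the 10 Table 2 probes in Ls, with the gene and probe on the horizontal axis. Points are single arrays of mock-treated and MES-treated plants, and the bars beside them give the mean and SD of 3 arrays. BXL1 is the probe that is higher in the MES-treated plants.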

In the leaves of the MES-treated plants, the expressions of several carbohydrate metabolism-related genes, two cell wall-related genes, and one lipid metabolism-related gene were altered, of which three genes were localized in plastid (Table 2, Additional file 6). Four genes involved in starch biosynthesis and degradation pathway, including ADP glucose pyrophosphorylase (*AGP, AT5G48300*), phosphoglucomutase (*PGM, AT5G51820*), disproportionating enzyme (*DPE1,* 4-α-gluca-notransferase, *AT5G64860*), and alpha-glucan phosphorylase 2 (*PHS2, AT3G46970*), were down-regulated by approximately 2 ~ 3-fold. 

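In Ls, the AGP probe A_46_P205459 had a normalized log2 signal of 12.33 ± 0.14 (SD, n = 3) in mock-treated and 10.96 ± 0.12 in MES-treated plants. Its log2 fold change was -1.37 (standard error 0.17, adjusted p = 0.0254 from limma). PGM (A_46_P058226) fell from 12.56 ± 0.20 to 10.92 ± 0.17, a log2 fold change of -1.64 (standard error 0.19, adjusted p = 0.0254). DPE1 (A_46_P255759) had a log2 fold change of -1.39 (standard error 0.16, adjusted p = 0.0254) and PHS2 (A_46_P028531) had -1.15 (standard error 0.16, adjusted p = 0.0301). These differences exceeded the spread between replicates, whose SD was at most 0.20 for the 4 probes. When all 24 arrays entered a single fit, AGP, DPE1 and PHS2 were no longer past the threshold, while PGM still was.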

*AGP* has been shown to be one of the key regulatory enzymes catalyzing the first committed step of starch biosynthesis in higher plants [42,43]. *PGM* plays a pivotal role in the allocation of carbon between polysaccharide formation and energy production, and it is located in plastid [44]. *DPE1* and *PHS2* are enzymes catalyzing the breakdown of starch into maltose and glucose in the chloroplast at night [45,46]. In addition, another carbohydrate metabolism-related gene (*AT3G60750*), encoding transketolase in Calvin cycle, was down-regulated by 3.6-fold (Table 2). 

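The transketolase probe A_46_P178359 had a normalized log2 signal of 14.36 ± 0.24 (SD, n = 3) in mock-treated and 12.50 ± 0.27 in MES-treated Ls, with a log2 fold change of -1.86 (standard error 0.22, adjusted p = 0.0254 from limma). Over the alternatives the log2 fold change stayed between -2.09 and -1.71.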

Importantly, a vital gene encoding sweet protein 11 (*AT3G48740*) was down-regulated by approximately 3-fold, which has been recently identified to mediate sucrose efflux in leaves as a key step for phloem transport [47]. These results indicated that the genes related to both starch biosynthesis and degradation processes as well as sugar transport were affected by MES treatment in leaves, suggesting that the transitory starch mobilization regulation network might be disturbed in the leaves of the MES-treated plants.

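For sweet protein 11, the probe A_46_P231464 gave a normalized log2 signal of 11.38 ± 0.07 (SD, n = 3) in mock-treated Ls and 9.68 ± 0.10 in MES-treated Ls. The log2 fold change was -1.70 (standard error 0.16, adjusted p = 0.0237 from limma), and it stayed between -1.81 and -1.61 under the alternatives. The adjusted p stayed between 0.0171 and 0.125 in those fitted with limma.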

**Table 2:** **Representative differentially expressed genes involved in carbohydrate and lipid metabolism in Ls, SBs, and An-MBs**

**ProbeName**	**AGI**	**Symble**	**Short description**	Location*	**Fold change (MES/mock)**		
					**Ls**	**SBs**	**An-MBs**
**C-compound and carbohydrate metabolism**							
A_46_P058226	AT5G51820	PGM	Phosphoglucomutase	plastid	−3.1	-	-
A_46_P255759	AT5G64860	DPE1	Disproportionating enzyme	plastid	−2.6	-	-
A_46_P205459	AT5G48300	AGP	ADP glucose pyrophosphorylase 1		−2.6	-	-
A_46_P028531	AT3G46970	PHS2	Alpha-glucan phosphorylase 2		−2.2	-	-
A_46_P178359	AT3G60750		Transketolase	plastid	−3.6	-	-
A_46_P005266	AT2G05790		O-Glycosyl hydrolases family 17 protein		−3.1	-	-
A_46_P231464	AT3G48740		Sweet protein 11		−3.3	-	-
A_46_P140554	AT4G39800	MIPS1	Myo-inositol-1-phosphate synthase 1		-	−4.4	-
A_46_P352875	AT5G08380	AGAL1	Alpha-galactosidase 1		-	2.8	-
A_46_P050626	AT3G62410	CP12-2	CP12 domain-containing protein 2	plastid	-	-	7.9
**Cell wall**							
A_46_P147824	AT5G49360	BXL1	Beta-xylosidase 1		2.7	-	-
A_46_P289908	AT3G19450	CAD4	GroES-like zinc-binding alcohol dehydrogenase family protein		−2.4	-	-
A_46_P259534	AT5G49360	BXL1	Beta-xylosidase 1		-	−39.0	-
A_46_P165304	AT5G17200		Pectin lyase-like superfamily protein		-	−602.8	-
A_46_P132309	AT3G62170	VGDH2	VANGUARD 1 homolog 2	cell wall	-	-	−10273.7
A_46_P224439	AT3G07840		Pectin lyase-like superfamily protein		-	-	−6800.5
A_46_P132729	AT1G69940	PPME1	Pectin lyase-like superfamily protein	cell wall	-	-	−5579.7
A_46_P141564	AT5G48140		Pectin lyase-like superfamily protein		-	-	−4648.8
A_46_P058846	AT4G31370	FLA5	FASCICLIN-like arabinogalactan protein 5 precursor		-	-	−2337.3
A_46_P074236	AT2G47030	VGDH1	Plant invertase/pectin methylesterase inhibitor	cell wall	-	-	−1832.3
A_46_P302240	AT2G47040	VGD1	Plant invertase/pectin methylesterase inhibitor	cell wall	-	-	−319.9
A_46_P133334	AT1G02790	PGA4	Polygalacturonase 4		-	-	−30.0
A_46_P371475	AT3G07830		Pectin lyase-like superfamily protein		-	-	−22.66
A_46_P172054	AT1G63180	UGE3	UDP-D-glucose/UDP-D-galactose 4-epimerase 3		-	-	−19.5
A_46_P154974	AT4G30270	XTH24	Xyloglucan endotransglucosylase/hydrolase 24	cell wall	-	-	24.1
**Lipid, fatty acid and isoprenoid metabolism**							
A_46_P291948	AT1G45201	TLL1	Triacylglycerol lipase-like 1		−3.5	-	-
A_46_P011846	AT5G48880	KAT5	Peroxisomal 3-keto-acyl-CoA thiolase 2	mitochondrion	-	−5.9	-
A_46_P149169	AT3G61200		Thioesterase superfamily protein		-	−2.4	-
A_46_P162474	AT3G18280		Bifunctional inhibitor/lipid-transfer protein		-	2.0	-
A_46_P003226	AT1G20130		GDSL-like Lipase/Acylhydrolase superfamily protein	plastid	-	2.8	-
A_46_P239719	AT3G02040	SRG3	Senescence-related gene 3	plastid	-	9.7	-
A_46_P026421	AT2G25890		Oleosin family protein		-	-	−642.5
A_46_P109549	AT3G23510		Cyclopropane-fatty-acyl-phospholipid synthase		-	-	−9.9
A_46_P311390	AT4G35790	PLDDELTA	Phospholipase D delta		-	-	2.2
A_46_P095591	AT3G50660	CYP90B1	Cytochrome P450 superfamily protein		-	-	2.3
A_46_P357630	AT3G27660	OLEO4	Oleosin 4		-	-	4.6
A_46_P182574	AT1G30040	GA2OX2	Gibberellin 2-oxidase		-	-	4.7

*the localization information was from MIPS (Munich Information Center for Protein Sequences) website. Fold change was calculated between MES-treated plants and mock-treated plants; Ls, SBs, and An-MBs represents leaves, small buds, and anthers of middle buds, respectively; “-” represents that the gene was not significantly and differentially expressed in the specific tissue between the MES-treated and mock-treated plants. All the carbohydrate, cell wall, and lipid metabolism, and cellular transport related genes identified in this study were deposited in Additional file 6.

In SBs of the MES-treated plants, expression of four genes related to carbohydrate and cell wall metabolism, and several lipid related genes was altered, with one gene being localized in mitochondrion and two in plastid (Table 2, Additional file 6). 

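The MIPS1 probe A_46_P140554 (AT4G39800) fell in SBs from a normalized log2 signal of 13.70 ± 0.22 (SD, n = 3) in mock-treated plants to 11.57 ± 0.21 in MES-treated plants, a log2 fold change of -2.12 (standard error 0.19, adjusted p = 0.00953 from limma). AGAL1 (A_46_P352875, AT5G08380) rose from 11.96 ± 0.05 to 13.42 ± 0.10, a log2 fold change of 1.46 (standard error 0.14, adjusted p = 0.00992). Both calls were lost without mock replicate 1 and under the adjusted form of the methods' t-test.

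**Figure D2:**
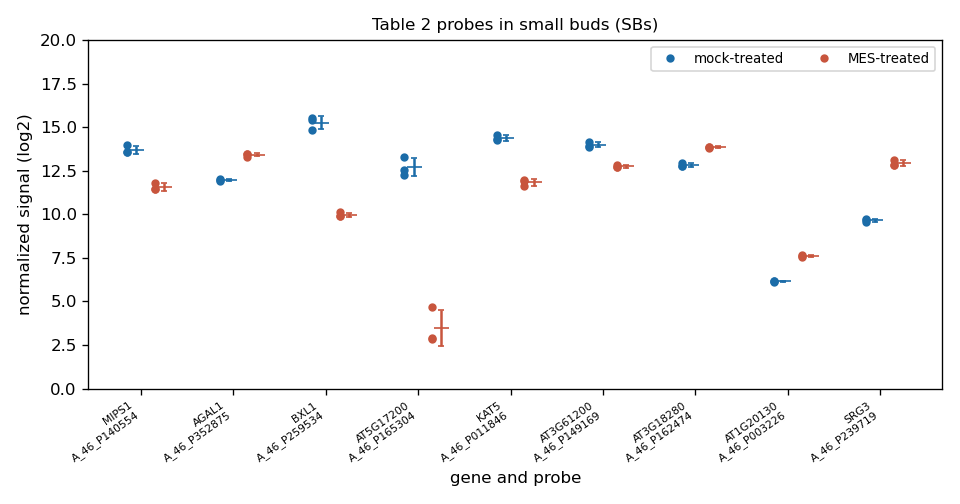
Normalized log2 signals of the 9 Table 2 probes in SBs, with the gene and probe on the horizontal axis. Points are single arrays of mock-treated and MES-treated plants, and the bars beside them give the mean and SD of 3 arrays. For AT5G17200 none of the MES arrays was well above background.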

Two genes related to cell wall metabolism, *BXL1* (beta-xylosidase, *AT5G49360*) and pectin lyase-like superfamily protein (*AT5G17200*) were down-regulated by 38.9-fold and 602.82-fold, respectively (Table 2). 

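In SBs, the BXL1 probe A_46_P259534 had a normalized log2 signal of 15.27 ± 0.37 (SD, n = 3) in mock-treated and 9.98 ± 0.12 in MES-treated plants. The log2 fold change was -5.28 (standard error 0.22, adjusted p = 0.00317 from limma). Another BXL1 probe, A_46_P147824, went the other way in SBs, with a log2 fold change of 3.48 (standard error 0.65, adjusted p = 0.0395). The pectin lyase-like probe A_46_P165304 (AT5G17200) was at 12.70 ± 0.52 in mock-treated plants and was not well above background on any MES array. It was at least 199-fold lower in the MES-treated plants (adjusted p = 0.00468). The fall of A_46_P259534 stayed past the threshold without any single array. That of A_46_P165304 did so without any single MES array and was not tested without a mock array, because too few arrays were then well above background.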

The latter gene exhibits polygalacturonase (PG) activity in cell wall metabolism and is highly expressed at early stages of flower development, which is essential for anther development [36]. In addition, expression of several lipid metabolism-related genes was altered, two of these genes being down-regulated and three up-regulated (Table 2). 

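Of the probes lower in SBs, KAT5 (A_46_P011846) fell from 14.39 ± 0.17 (SD, n = 3) to 11.84 ± 0.21 on the log2 scale, a log2 fold change of -2.55 (standard error 0.18, adjusted p = 0.00523 from limma), and stayed called without any single array. The probe A_46_P149169 (AT3G61200) had a log2 fold change of -1.25 (standard error 0.15, adjusted p = 0.0152), and its call was lost without mock replicate 1 or MES replicate 3.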

*KAT5 (AT5G48880)*, a thiolase, was down-regulated by 5.9-fold (Table 2). This gene is strongly expressed during flower development in *Arabidopsis* and can partially complements *KAT2,* which mutant exhibited partly male sterility [48]. In addition, one lipid transport gene (*AT3G18280*) and two lipid degradation genes (*AT1G20130*, *AT3G02040*) were up-regulated (Table 2).

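The AT3G18280 probe A_46_P162474 had a log2 fold change of 1.02 in SBs (standard error 0.14, adjusted p = 0.0188 from limma), close to the 2-fold limit. Its call was lost under 11 of 21 alternatives, among them the shift to the 75th percentile. The AT1G20130 probe A_46_P003226 had a log2 fold change of 1.46 (standard error 0.13, adjusted p = 0.00992) and lost its call under 5 of 21 alternatives, among them normexp background correction and the omission of mock replicate 1. SRG3 (A_46_P239719, AT3G02040) rose from 9.65 ± 0.08 (SD, n = 3) to 12.93 ± 0.17, a log2 fold change of 3.28 (standard error 0.16, adjusted p = 0.00409), and kept its call under all 21.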

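In An-MBs, the CP12-2 probe A_46_P050626 (AT3G62410) of the Calvin cycle rose from a normalized log2 signal of 8.06 ± 0.27 (SD, n = 3) in mock-treated plants to 11.04 ± 0.20 in MES-treated plants. The log2 fold change was 2.98 (standard error 0.24, adjusted p = 0.00201 from limma), and the call was kept under all 22 alternatives tried.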

In the An-MBs of the MES-treated plants, a cluster of cell wall-related genes, one gene involved in Calvin cycle, and several lipid related genes were differentially expressed (Table 2, Additional file 6). Most of the cell wall-related genes were significantly down-regulated, including cell wall precursor synthesis genes *FLA5* and *UGE3*, and pectin metabolism genes, such as polygalacturonase 4, the pectate lyase family protein, plant invertase/pectin methylesterase inhibitor superfamily, and VANGUARD 1. 

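Among the cell wall probes of Table 2 in An-MBs, 9 were well above background on all mock arrays and on none of the MES arrays, so their falls are lower bounds. VGDH2 (A_46_P132309) was at 16.85 ± 1.02 (SD, n = 3) on the log2 scale in mock-treated plants and was at least 4029-fold lower in MES-treated plants (adjusted p = 0.000252 from limma). AT3G07840 (A_46_P224439) was at least 2105-fold lower (adjusted p = 0.00031), AT5G48140 (A_46_P141564) at least 1811-fold, PPME1 (A_46_P132729) at least 1671-fold and FLA5 (A_46_P058846) at least 1470-fold. For VGDH1 (A_46_P074236) and VGD1 (A_46_P302240) the bounds were 943-fold and 187-fold, and for PGA4 (A_46_P133334) and AT3G07830 (A_46_P371475) they were 10.2-fold and 9.07-fold. The adjusted p of the 9 probes was at most 0.00397. Their calls were kept under the 17 alternatives that gave a value, among them each MES array left out. Without a mock array they were not tested, because too few arrays were then well above background.

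**Figure D3:**
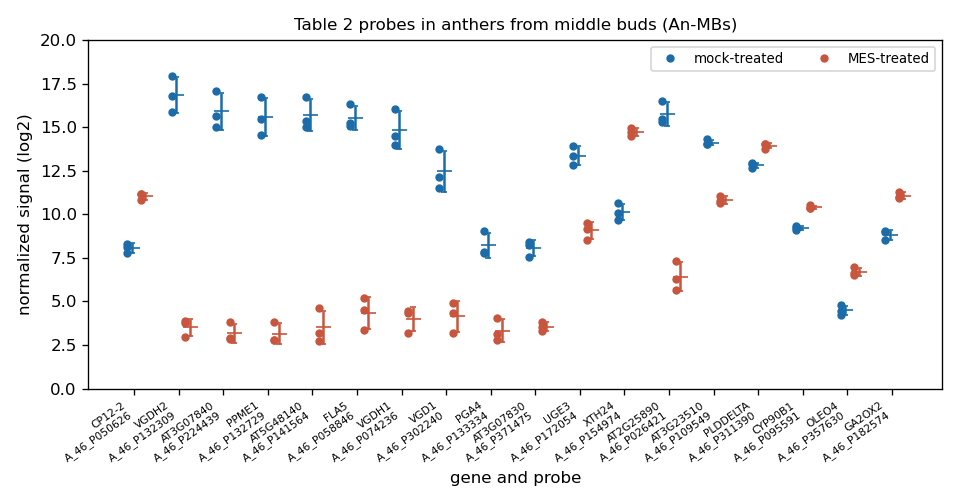
Normalized log2 signals of the 18 Table 2 probes in An-MBs, with the gene and probe on the horizontal axis. Points are single arrays of mock-treated and MES-treated plants, and the bars beside them give the mean and SD of 3 arrays. The 9 probes from VGDH2 to AT3G07830 were not well above background on any MES array.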

Previous studies revealed that pectin metabolism-related genes played important roles during late stages of pollen development [49,50]. 

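The UGE3 probe A_46_P172054 had a normalized log2 signal of 13.36 ± 0.55 (SD, n = 3) in mock-treated and 9.08 ± 0.49 in MES-treated An-MBs, a log2 fold change of -4.28 (standard error 0.38, adjusted p = 0.00289 from limma). XTH24 (A_46_P154974, AT4G30270), also listed under cell wall in Table 2, changed in the opposite direction. It rose from 10.12 ± 0.48 to 14.71 ± 0.25, a log2 fold change of 4.59 (standard error 0.31, adjusted p = 0.000967).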

Besides, another cell wall related-gene, UGE3 (*AT1G63180*) was down-regulated by 19.5-fold (Table 2). It is reported that *UGE2* together with *UGE3* affected pollen development [51]. In addition, several lipid metabolism-related genes were altered in the An-MBs of the MES-treated plants, two (*AT2G25890*, *AT2G25890*) of them involved in lipid biosynthesis were down regulated, and three (*AT4G35790*, *AT3G50660*, and *AT1G30040*) involved in lipid degradation were up regulated (Table 2).

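The AT2G25890 probe A_46_P026421 fell in An-MBs from 15.75 ± 0.67 (SD, n = 3) to 6.42 ± 0.84 on the log2 scale, a log2 fold change of -9.33 (standard error 0.53, adjusted p = 0.000601 from limma). Another probe of AT2G25890, A_46_P153804, was not well above background on any MES array and was at least 690-fold lower (adjusted p = 0.000153). AT3G23510 (A_46_P109549) had a log2 fold change of -3.30 (standard error 0.22, adjusted p = 0.000948). Higher in the MES-treated plants were GA2OX2 (A_46_P182574, AT1G30040) with a log2 fold change of 2.23 (adjusted p = 0.00543), CYP90B1 (A_46_P095591, AT3G50660) with 1.21 (adjusted p = 0.0188) and PLDDELTA (A_46_P311390, AT4G35790) with 1.11 (adjusted p = 0.0293). The call of GA2OX2 was lost without mock replicate 1 (adjusted p = 0.0531). The calls of CYP90B1 and PLDDELTA were lost without MES replicate 1 or 3 or any mock array, with the replicate block, and with mock replicates 1 and 2 averaged. OLEO4 (A_46_P357630, AT3G27660) had a log2 fold change of 2.21 (adjusted p = 0.00599), with 1 of 3 mock arrays well above background, and lost its call with normexp background correction. In An-LBs OLEO4 was lower, with a log2 fold change of -2.80 (adjusted p = 0.00205).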

The alteration of the expression profiles of the genes described above indicated that there was a dramatically transcriptome reprogramming on carbohydrate and lipid metabolism, especially on biosynthesis and degradation of cell wall and lipid in the anthers of the MES-treated rapeseed plants during anther development process. 

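The lists of Additional file 6 were counted over all probes they name. Of 97 cell wall probes, 35 were lower and 6 higher in An-MBs, and 86 were lower and 8 higher in An-LBs. Ls had 3 lower and none higher, and SBs had 2 lower and 1 higher. Of 62 lipid probes, 9 were lower and 9 higher in An-MBs, 41 lower and 18 higher in An-LBs, 5 lower and 5 higher in SBs, and 3 lower and 1 higher in Ls. Under the shift to the 75th percentile the lipid probes were 8 lower and 11 higher in An-MBs, 4 lower and 5 higher in SBs, and 3 lower and 3 higher in Ls. With normexp background correction they were 6 lower and 8 higher in An-MBs, 5 lower and 4 higher in SBs, and 2 lower and 3 higher in Ls. The carbon list of 141 probes gave 85 lower and 44 higher in An-LBs, 27 lower and 22 higher in An-MBs, 11 lower and 6 higher in Ls, and 6 in each direction in SBs, or 10 lower and 6 higher there with normexp. Over the whole of Table 2, all 37 probes were changed in the direction the table gives in its tissue, and 10 of them only as lower bounds. From these changes in genes of carbohydrate, cell wall and lipid metabolism, the paper concludes that the transcriptome of the anthers was reprogrammed by MES, above all in the synthesis and breakdown of cell wall and lipid.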

And the carbohydrate mobilization pathway in leaves was slightly repressed.

Functional categories enrichment analysis revealed that cellular transport, particularly material transport and electron transport function, was enriched in leaves and developing anthers under MES treatment (Figure 4C). It was found that detoxification-related genes such as ABC transporter, heavy metal transport, and MATE efflux family were up-regulated in the four tissues. 

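Transcripts of Additional file 3 were grouped by their descriptions. Of 9 ATP-binding cassette probes, 4 were higher and 2 lower in Ls and in An-LBs alike, and none was changed in SBs or An-MBs by limma or by the methods' t-test, where 2 and 1 had an unadjusted p under 0.05 by limma. The 3 ABCA2 probes were higher in Ls, with log2 fold changes of 1.54 (A_46_P284178), 1.76 (A_46_P226134) and 1.79 (A_46_P072946) and adjusted p of at most 0.0254, and lost these calls without MES replicate 1 or any mock array. Of 5 probes for heavy metal transport/detoxification proteins, 4 were higher in An-MBs and 5 in An-LBs, with none lower. None was changed in Ls or SBs by limma or by the methods' t-test, and 0 and 4 had an unadjusted p under 0.05 by limma there. Among them, A_46_P001166 (AT2G36950) rose in An-MBs by 4.08 on the log2 scale (standard error 0.24, adjusted p = 0.000701). Of 3 probes for the MATE efflux family, 2 were higher and 1 lower in Ls, 2 were lower in An-LBs, and none was changed in SBs or An-MBs by limma or by the methods' t-test, where 1 and 0 had an unadjusted p under 0.05 by limma. FRD3 (A_46_P069446) was the lower 1 in Ls, with a log2 fold change of -2.97 (adjusted p = 0.0174). This call was lost under 8 of 21 alternatives, among them all 24 arrays in 1 fit and the omission of MES replicate 1 or any mock array. With normexp background correction 1 MATE probe was higher in Ls.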

Besides, metabolite transporters for sugars, peptides, amino acids, and nitrate were up-regulated in SBs and An-MBs (Additional file 5). However, energy metabolism-related genes about H^+^-exporting ATPase such as H(+)-ATPase 3 and H(+)-ATPase 9 were significantly down-regulated in the MES-treated plant anthers at late stage (Additional file 5). These results indicated that substrate transport pathway was activated, but energy production system might be repressed in the MES-treated plant anthers.

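Additional file 5 lists 14 probes for transport of sugars, peptides, amino acids and nitrate. In SBs 5 were higher and none lower in MES-treated plants, and in An-MBs 2 were higher and none lower. Under the shift to the 75th percentile, 4 were higher in SBs and 3 in An-MBs. With normexp background correction, 3 were higher in SBs and 4 in An-MBs, again with none lower. In SBs, PTR1 (A_46_P250734) had a log2 fold change of 1.58 (standard error 0.16, adjusted p = 0.0111 from limma), AT1G22570 (A_46_P155189) had 1.28 (adjusted p = 0.0152), and AT1G19450 had 1.28 by A_46_P027466 (adjusted p = 0.0132) and 1.16 by A_46_P183085 (adjusted p = 0.0176). NRT2.5 (A_46_P114414) had 1.02 (adjusted p = 0.0222) and lost its call under 12 of 21 alternatives. All 5 calls were lost without mock replicate 1 or MES replicate 3. In An-MBs, AT4G38250 (A_46_P353255) had a log2 fold change of 1.35 (adjusted p = 0.0128), and its call was lost without any mock array or MES replicate 1 or 3. In Ls 3 probes of the list were lower and none higher, and in An-LBs 6 were higher and 4 lower.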

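H(+)-ATPase 9 (HA9, A_46_P012646) fell in An-LBs from a normalized log2 signal of 18.08 ± 0.95 (SD, n = 3) to 9.12 ± 0.84, a log2 fold change of -8.96 (standard error 0.60, adjusted p = 0.000147 from limma). In An-MBs it fell by 10.82 (adjusted p = 0.000355), with 2 of 3 MES arrays well above background. H(+)-ATPase 3 (AHA3, A_46_P281808) was not past the threshold in An-LBs, with a log2 fold change of -1.55 (standard error 0.65, adjusted p = 0.104), or in An-MBs, with -0.17 (adjusted p = 0.928). In An-LBs it was called lower with the replicate block (adjusted p = 0.0291) and without mock replicate 2 (adjusted p = 0.00888).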

### Analysis of carbohydrate contents confirms that MES treatment influences carbon metabolism

The ultrastructure and transcriptome analysis suggested that carbohydrate metabolism might be affected in the MES-treated plants. To confirm these findings, the carbohydrate contents, including soluble sugars, reducing sugars, sucrose, and starch, were analyzed in Ls, SBs, and MBs of both MES-treated and mock-treated plants, respectively (Figure 6). Compared with the mock-treated plants, the contents of soluble sugars and reducing sugars were significantly reduced in the Ls and SBs of the MES-treated plants. However, in the MBs of the MES-treated plants, the contents of soluble sugars and sucrose were increased but the starch content was decreased, compared with those in the same tissue of the mock-treated plants. These data confirmed that the carbohydrate metabolism in rapeseed leaves and anthers was significantly influenced by MES treatment, particularly in the late stage flower buds (MBs).

**Figure 6:**
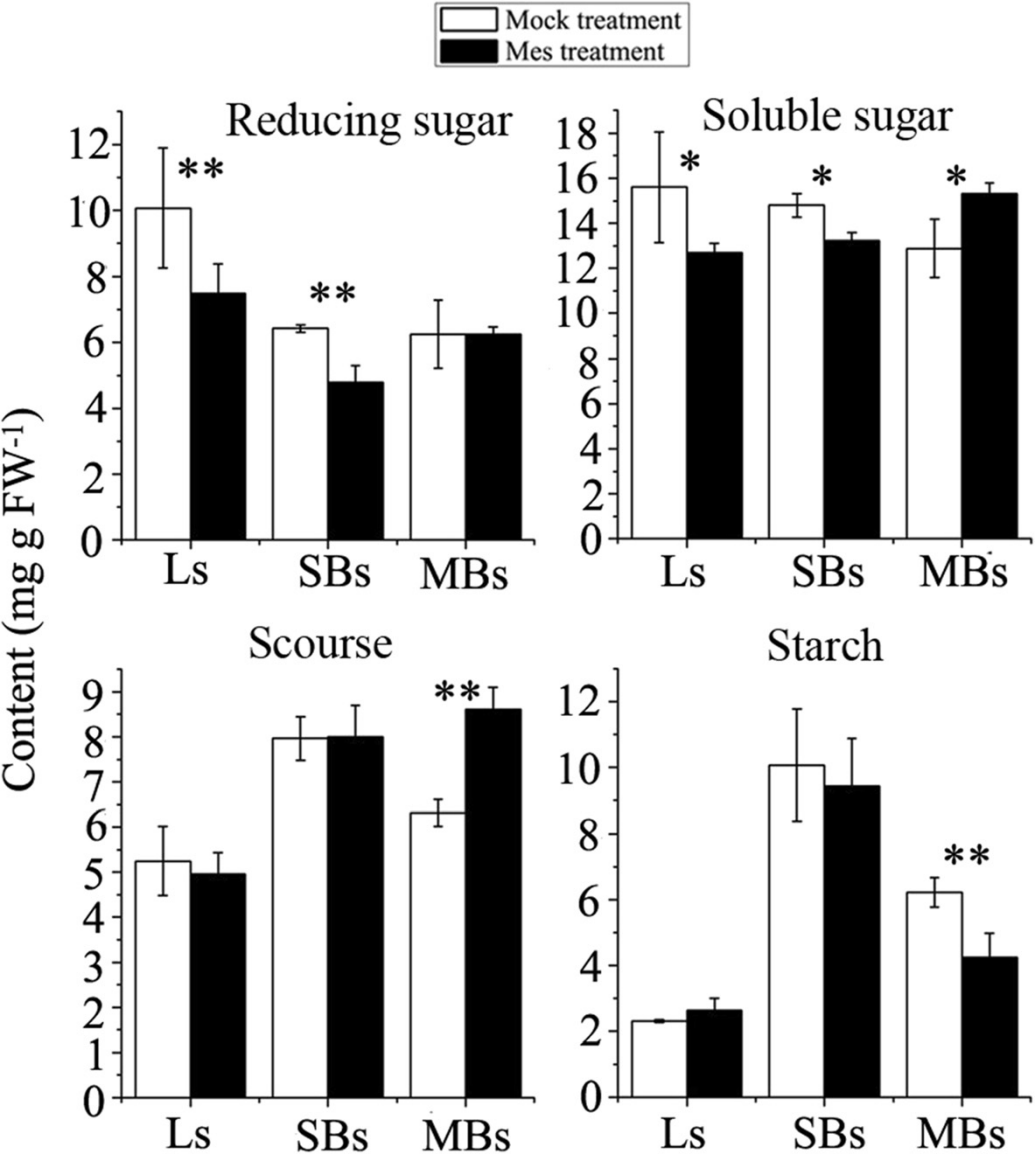
**Comparison of carbohydrate content between mock-treated and MES-treated plants.** Ls, young leaves from the main inflorescences; SBs, small buds with length less than 1 mm; MBs, middle buds with length of 1–3 mm in. *, **, represents significant difference at 0.05 level and at 0.01 level, respectively.

## Discussion

In this study, cytological observation, comparative transcriptome, and physiological analysis were conducted to reveal the mechanism of CHA-MES inducing male sterility in rapeseed. Cytological results showed that the ultrastructure of plastids/chloroplastids in the MES-treated plants was abnormal, and substances in plastids were deficient in pollen mother cells and tapetal cells but accumulated in epidermis and endothecium cells during anther development process. To gain a deeper insight into the effects of MES treatment on these processes, a comparative transcriptome analysis was performed between male sterility and fertility plant leaves and anthers. Functional analysis of the differentially expressed genes revealed that the carbohydrate, cell wall, lipid metabolism, and cellular transport processes were enriched. Detailed expression of these genes was analyzed also in leaves, small buds, and anthers from middle buds. Carbohydrate content analysis further confirmed the results of cytological observation and transcriptome analysis.

### MES treatment disturbes plastid and mitochondrion functions, probably through acetolactate synthetase (ALS)

MES is an inhibitor of ALS [9], localized in the plastid/chloroplast [10]. ALS is universally expressed in plant tissues, including leaves, seeds, young siliques, and flower buds, but its highest expression level is in mature pollen grains in *Arabidopsis* (Additional file 7A, B). Co-expression analysis of *Arabidopsis ALS* (*At3g48560*) revealed a network of 10 genes directly or indirectly related to *ALS* (Additional file 7C): plastidic pyruvate kinase beta subunit 1 (*At5g52920*), acetyl Co-enzyme a carboxylase biotin carboxylase subunit (*At5g35360*), acetyl Co-enzyme a carboxylase carboxyltransferase alpha subunit (*At2g38040*), ketol-acid reductoisomerase (*At3g58610*), pyruvate dehydrogenase E1 alpha (*At1g01090*), semialdehyde dehydrogenase family protein (*At1g14810*), isopropylmalate dehydrogenase 2 (*At1g80560*), adenylosuccinate synthase (*At3g57610*), transketolase family protein (*At2g34590*), and pyruvate kinase family protein (*At3g22960*). Most of these genes are expressed in the plastid (six genes) or mitochondrion (three genes) and are involved in five main pathways, including biosynthesis of secondary metabolites; purine metabolism; valine, leucine, and isoleucine biosynthesis, and two carbohydrate-related pathways (pyruvate metabolism and glycolysis/gluconeogenesis). In flowering plants, plastids are the primary organelles that accumulate carbohydrates and lipid compounds in the tapetum [52] and perform essential metabolic functions in the synthesis of lipid and secondary products [53]. In the present study, the MES-treated plants showed an abnormal plastid development from the PMC stage, and the plastid/chloroplastid structure exhibited obvious defects in tapetal cells, epidermis, and endothecium cells at the vacuolated-microspore stage (Figure 1). In addition, subcellular localization analysis of the differentially expressed genes showed that most of them were localized in the plastid and mitochondrion (Figure 4A). We proposed that MES treatment might disturb the normal functions of the plastid and mitochondrion, two functionally communicating organelles in plant cells, through targeting *ALS*.

### MES treatment influences carbohydrate and lipid metabolism during anther development

In this study, TEM analysis showed substrate deficient to form normal plastids containing starch or lipids in male gametophyte cells, and an abnormal accumulation of large starch granules in epidermis cells in the MES-treated anthers at the vacuolated-microspore stage (Figure 1). These results suggested that there was a metabolism block during anther development process in the MES-treated plants. Furthermore, functional categories and pathway analysis of differentially expressed genes related to anther development showed that carbohydrate, cell wall, and lipid metabolism pathways were significantly affected in the MES-treated plants (Figure 4C, Figure 5, and Additional file 5). Detailed analysis of gene expression alternation showed that starch and sucrose metabolism-related genes (*AGP, PGM, DPE1,* and *PHS2*) were down-regulated in young leaves of the main inflorescences in the MES-treated plants. In addition, an important gene (*sweet protein 11, AT3G48740*) encoding a protein for sucrose phloem transport was also down-regulated (Table 2, Additional file 5). In contrast, several substrate transport-related genes (including sugar, lipid, peptide, amino acid, and nitrate transports) were up-regulated in the early development stage anthers (SBs) of the MES-treated plants. Furthermore, lipid biosynthesis related genes were down-regulated during anther development process, companying with lipid degradation related genes up-regulated (Additional file 5). This was consistent with our cytological analysis that two lipid-storage plastids, elaioplast and tapetosome, were impaired at different degrees under MES treatment (Figure 1G-Q). Therefore, carbohydrate transport from vegetative to reproductive tissues was likely to be slightly suppressed at early anther developmental stages, and carbohydrate and lipid metabolism was abnormal in the MES-treated plants anthers.

Pollen wall consisting of intine and exine needs sugars and lipids for its formation. Intine is secreted by the microspore when released from the callose wall, comprising cellulose, pectin, and various proteins [54]. Previous investigations indicated that at least three types of cell wall-related enzymes functioned in pollen development process, including beta-1,3-glucanase [32,33], endocellulase [34,35], and polygalacturonase (PG) [36]. Several genes responsible for genic male sterility in *B. napus* mutants were map-based cloned, and were found to be lipid metabolism related genes [55-57]. It was reported that the *PG* family protein was associated with pollen intine development in *B. campestris*, and its mutant displayed male sterility [49,50]. Recently, analysis of gene expression profiles between genic male sterile plants and their fertile counterparts in *B. napus* [58] and cotton [59] by high-throughput digital gene expression technique revealed that numerous genes involved in starch and sucrose metabolism were also altered. These suggested that expression alteration of the genes in carbohydrate and lipid metabolism could result in male sterility in plants. In this study, several pectin-related genes were down-regulated in the developing anther of the MES-treated plants. Furthermore, lipid-transfer protein and cyclopropane-fatty-acyl-phospholipid synthase (*CAF, AT3G23510*), associated with cell wall and membrane biogenesis, were down-regulated. 

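Of the 8 lipid-transfer protein probes in Additional file 3, 5 were lower and 2 higher in An-LBs, 2 were lower and 1 higher in An-MBs, and 2 were higher and none lower in SBs. With the shift to the 75th percentile, SBs had 1 higher probe.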

So both carbohydrate and lipid nutrient were deficient in the developing anthers of MES-treated plants, which might contribute to rapeseed male sterility.

Furthermore, in this study, *H(+)-ATPase 3* and *H(+)-ATPase 9* were down-regulated in Ls and An-MBs (Table 2) from the MES-treated plants, and several other ATPase-related genes were down regulated in An-LBs (Additional file 5). 

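In Ls, H(+)-ATPase 3 (A_46_P281808) fell from 12.34 ± 0.16 (SD, n = 3) to 10.76 ± 0.17 on the log2 scale, a log2 fold change of -1.58 (standard error 0.18, adjusted p = 0.0254 from limma). This call was lost without MES replicate 1 or any mock array of Ls. In An-LBs, HA6 (A_46_P298605) fell by 7.73 (adjusted p = 3.64e-06), HA8 (A_46_P182774) by 8.93 with 1 of 3 MES arrays well above background, AT3G13900 (A_46_P292393) by 3.51 (adjusted p = 8.83e-05) and AT4G26710 (A_46_P071516) by 1.90 (adjusted p = 0.000242). HA1 (A_46_P278503) was higher in An-LBs, with a log2 fold change of 1.10 (adjusted p = 0.00326), and lost this call under the shift to the 75th percentile and with the scan date as a block.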

We inferred that down regulation of these ATPases might be one of the consequent effects caused by MES treatment, which could also contribute to rapeseed male sterility, because mitochondrial gene rearrangements affecting ATP production have been reported to be the reason for cytoplasmic male sterility (CMS) [60].

Taken together, carbohydrate and lipid metabolism was blocked in the MES-treated rapeseed plants, which may be the effect of MES treatment mainly responsible for *B. napus* male sterility.

### Similar action mode of CHA-MES as that of ALS inhibitor herbicides but different organ effects

Till date, several ALS inhibitor herbicides, including tribenuron-methyl, amidosulphuron, and monosulfuron-ester sodium, have been found to induce complete male sterility in rapeseed when applied at a concentration below 1% of that required for their herbicidal activities [6,8,11]. To investigate whether these ALS inhibitor herbicides work as CHA in the same manner as herbicides, we compared our results with previous reports on the action mode of herbicides. When ALS inhibitors are applied as herbicides, following the inhibition of ALS, plants respond quickly to renew BCAAs level by increasing protein turnover, so that the BCAA pool does not decline to a level that would affect protein synthesis, leading to an increase in the total free amino acid pool [15-18,61]. This phenomenon was also observed in the ALS inhibitor inducing male sterility plants [62]. In addition, a rapid increase in the level of carbohydrate in leaves of plants treated with ALS inhibitors was reported [19], and this effect was related to a decreased photoassimilate translocation to sink tissues [20] due to a decreased sink strength [21]. In this study, we detected a decrease in the content of soluble and reducing sugars and a slight but not significant increase in starch content in the leaves of the MES-treated plants. While in flowering organs of the MES-treated plants, the soluble sugars content was decreased at early stage (SBs) but increased at late stage (MBs), starch content in both SBs and MBs was continuously decreased. These results suggested that carbohydrates translocation between vegetative and reproductive organs was slightly blocked in the MES-treated plants, but this seemed not to be the essential reason for inducing male sterility. Because late increase of soluble sugars content in MBs and continuous decrease in starch content from SBs to MBs indicated that the sugars did transport to reproductive organs from leaves, but the assimilation of carbon in flowers was weak, which might be contributed to male sterility.

Qian *et al.*(2011) [63] reported that imazethapyr (IM) affected carbohydrate metabolism in chloroplasts, including starch and other sugars, and IM treatment resulted in the accumulation of glucose, maltose, and sucrose in the cytoplasm or chloroplast and disturbed carbohydrate utilization. They confirmed that metabolic pathways, including amino acid metabolism, photosynthesis, starch and sugar metabolism, and the tricarboxylic acid cycle were altered in IM-treated rice [64]. Manabe *et al.*(2007) [24] confirmed that CSR1, the catalytic subunit of ALS, was the sole target of imidazolinone herbicide in *A. thaliana* using microarray analysis*.* Das *et al.* (2010) [23] identified 478 genes significantly and coordinately regulated by four ALS-inhibiting herbicides, including one imidazolinone, one triazolopyrimidine, and two sulfonylureas at the EC_50_ concentration. Among their 478 genes identified, only 28 with the same AGI number were differentially expressed in our data, functionally involved in photosynthesis, OPP (oxidative pentose phosphate) cycle, TCA, mitochondrial electron transport/ATP synthesis, secondary metabolism and stress and so on. However, the function categories influenced by ALS inhibitors used as herbicides (Das’s study) and CHA (our study) were similar, though the specific genes affected were different. We assumed that this was caused by two main reasons. First is that different plant species and different tissues (organs) were tested in both studies. In our study, we used rapeseed flower buds, anthers, and leaves from the main inflorescences, including vegetative and reproductive tissues, whereas, in Das’s study, they used leaves of 14-day-old seedlings of *A. thaliana* as experimental materials. Second is the very different concentration of ALS inhibitor used in the two studies. We treated rapeseed plants with 0.24 g ha^−1^ MES (approximately 1% of MES concentration required to control broadleaf weeds in wheat field) for inducing male sterility. However, Das *et al.* (2010) [23] treated *A. thaliana* plants with four ALS-inhibiting herbicides at their EC_50_ concentrations, ranging from 0.131 g ha^−1^ for sulfometuron-methyl to 0.586 g ha^−1^ for primisulfuron-methyl.

Taken together, the general action mode of ALS inhibitor herbicides on plants was seemly the same whether they were used as herbicides or as CHAs at very low concentration. However, why vegetative and reproductive organs exhibited different responses (vegetative normal but reproductive male sterility) to the ALS inhibitor MES using as CHA at low concentration? Previous study indicated that ALS expression level is the highest in mature pollen grains in *Arabidopsis* (Additional file 7), so the developing anthers might be more sensitive to MES treatment than other vegetative tissues (organs). We speculated that two aspect effects might contribute to this phenomenon. Firstly, the ALS inhibition might immediately affect synthesis of some anther specific BCAAs-enriched enzymes or proteins, or facilitate the degradation of BCAAs-enriched enzymes or proteins to renew BACCs levels, considering that the free amino acids content was higher in ALS inhibitor inducing male sterility plant anthers than in the control plant anthers [62], and several genes involved in protein degradation were up-regulated in An-MBs in this study (Additional file 5). Secondly, when ALS was inhibited in developing anthers, large amount of the substrate (pyruvate and 2-ketobutyric acid) might be accumulated and then might disturb other metabolism pathways such as carbohydrate and lipid metabolism through metabolism reprogramming, which was essential for anther development. Since carbon skeletons are necessary to synthesis several fundamental materials including amino acids, fatty acids, and secondary metabolites. Thus, low concentration of MES induces specifically male sterility, but has no serious effect on vegetative tissues (organs). However, all these inferences need further experiments to verify.

### Putative action of MES-induced male sterility in *B. napus*

Combining with ultrastructural cytological observation, systematic comparative transcriptome analysis,and metabolic analysis, we updated the simple action model of CHA-MES inducing male sterility in rapeseed, which was proposed in our previous investigation [8] (Figure 7). In this study, we speculated that, following the inhibition of ALS, two aspect of effects might be caused in development anthers by MES treatment at low concentration: One was proteolysis of some essential enzymes related with carbohydrate and lipid metabolism to renew BCAAs level; another was accumulation of pyruvate, this disturbing the normal level of carbon skeleton substrates in plastids/chloroplasts and leading to pyruvate diverting to the closely related metabolism pathways such as carbohydrate and lipid metabolism. Therefore, the metabolism of carbohydrate and lipids, two types of macromolecules playing crucial roles during anther development,was blocked during anther development process in the MES-treated plants. Furthermore, mitochondria were functionally disturbed by MES treatment at low concentration based on our comparative transcriptome analysis. This organelle was functionally coupled with the plastid/chloroplast and supplies with metabolism substrates and energy for plant development. Taken together, carbohydrate and lipid metabolism blocks in the development anthers of the MES-treated rapeseed plants might be mainly responsible for *B. napus* male sterility induced by MES treatment, along with energy deficiency and perturbed network regulation. In leaves, though several genes involved in starch and sucrose metabolism were detected to be down-regulated in the MES-treated plants, and the content of soluble sugars decreased and starch content slightly increased, vegetative tissues of the MES-treated plants exhibited no obvious difference to those of the mock-treated plants. However, how the inhibition of ALS in anthers actually affected carbohydrate and lipid metabolism in development anthers remains to be further study.

**Figure 7:**
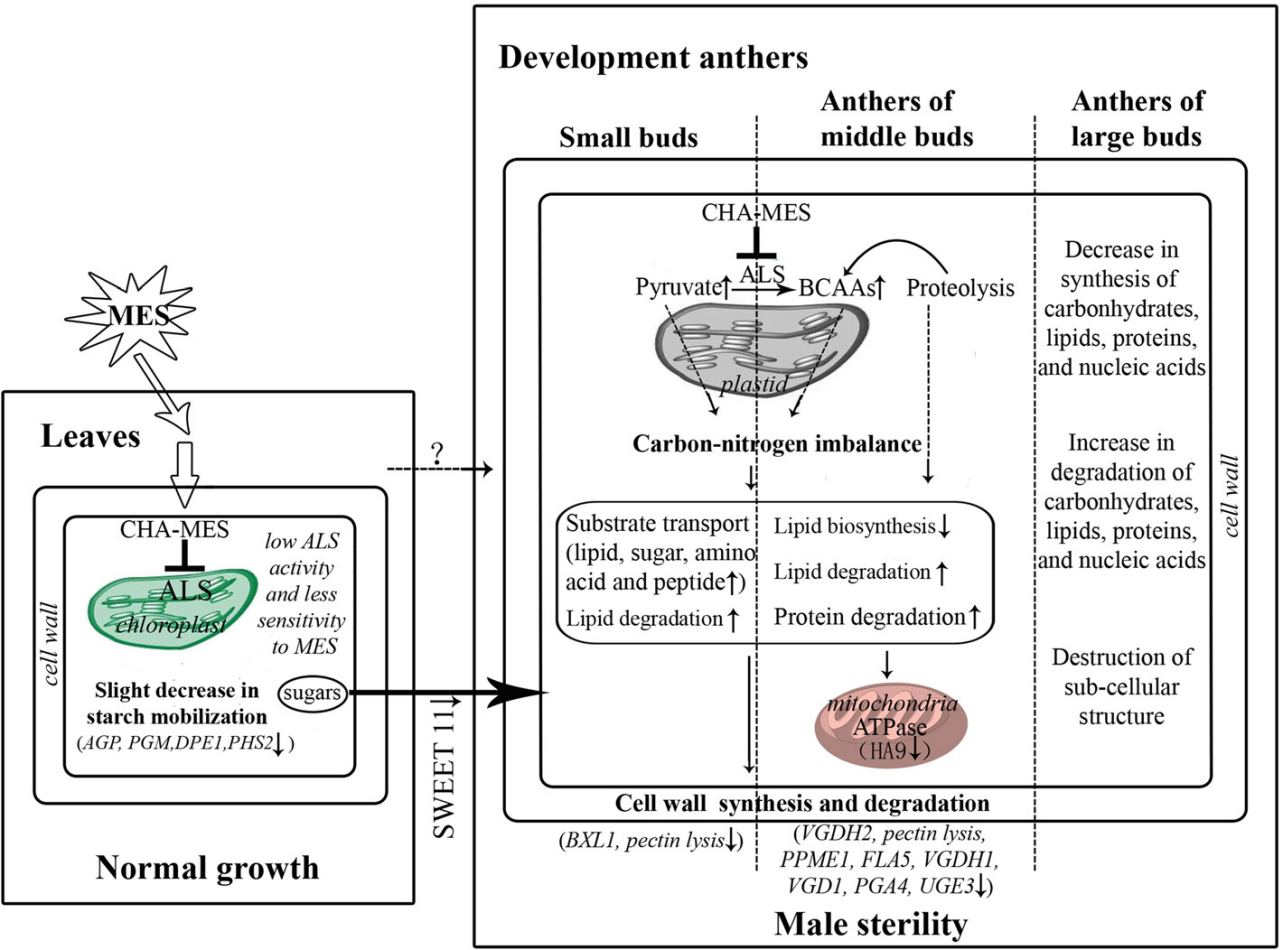
**A putative action model for MES-treatment inducing male sterility.** Some important functions and genes affected by MES treatment in leaf tissue (left rectangle) and developing anther tissues (right rectangle) are listed (see text for details). Two vertical dashed lines in the right rectangle separate three anther tissues. ‘↑’ after function categories or genes means up-regulation; ‘↓’ after function categories or genes means down-regulation. Two aspects of putative reasons for carbohydrate and lipid metabolism alteration were showed by dashed arrows ‘?’ represents unclear MES transport pathway. MES, Monosulfuron Ester Sodium; ALS, acetolactate synthase; BCAAs: Branch-Chain Amino Acids; AGP, ADP glucose pyrophosphorylase; PMG, Phosphoglucomutase; DPE1, Disproportionating enzyme; PHS2, alpha-glucan phosphorylase 2; SWEET 11, Nodulin MtN3 family protein; BXL1, beta-xylosidase; pectin lyases, pectin lyase superfamily protein; VGDH2, VANGUARD 1 homolog 2; PPME1: Pectin lyase-like superfamily protein; FLA5: FASCICLIN-like arabinogalactan protein 5 precursor; VGDH1: Plant invertase/pectin methylesterase inhibitor; VGD1: Plant invertase/pectin methylesterase inhibitor; PGA4, Polygalacturonase 4; UGE3, UDP-D-glucose/UDP-D-galactose 4-epimerase 3; HA9, H(+)-ATPase 9.

## Conclusions

This study carried out a systematic analysis of effects caused by CHA-MES treatment at ultrastructure, transcriptome, and physiological levels, which revealed that the carbohydrate and lipid metabolism was altered in rapeseed male sterility plants induced by MES treatment at low concentration. Accordingly, we proposed a simple action model for CHA-MES inducing male sterility in *B. napus*. These results will provide some clues to the mechanism of MES inducing male sterility, and give insights into the complex gene regulation network during anther development. Besides, these results might provide more potential targets for developing new male sterility inducing CHAs and for genetic manipulation in rapeseed breeding.

## Methods

### Plant material and experimental setup for MES treatment

The rapeseed cultivar ‘Zhongshuang No.9’, developed by the Oil Crops Research Institute of Chinese Academy of Agricultural Sciences (Wuhan, China) and selfed for eight generations before being used in the present experiment, was planted in the experimental field of Northwest A&F University, Yangling, Shaanxi, China (longitude 108°E, latitude 34°15′N) during a natural growth season on 23rd September 2009. Optimal agronomic practices were followed.

The experimental plot contained approximately 2,400 plants grown in 120 rows (2-m long each), with a space of 50 cm between rows and 10 cm between plants within a row. When the rapeseed plants were at the bolting stage with the longest floral bud being ≤2 mm, the plot was divided into two groups: MES-treated group and mock-treated group, each containing 60 rows. MES was kindly provided by Professor Zhengming Li of NanKai University, Tianjin, China. The plants of MES-treated group were foliar sprayed with 0.1 μg mL^−1^ MES solution containing 50 ppm DMF and 5 ppm Tween 80 for approximately 15 mL per plant (approximately 1% of the concentration that is required for its herbicide action in wheat field to control broadleaf weeds) for inducing male sterility during the entire flowering period without affecting the growth and development of other rapeseed plants tissues. Meanwhile, the plants of the mock-treated group were foliar sprayed with the same amount of solution only containing 50 ppm DMF and 5 ppm Tween 80 as the control.

### Cytological study

The protocol used for cytological studies was described in the previous report [8]. In brief, when the fertility of the first opened flower of each MES-treated plant was visually detectable for male sterility, the main inflorescences of uniform plants in the MES-treated and mock-treated groups were collected into plastic bags and quickly transported to the laboratory on ice. Acetocarmine staining was performed to examine the correlation of the microspore developmental stage with the bud length. Bud samples of the MES-treated and mock-treated plants at different microspore developmental stages were treated according to González-Melendi *et al.* (2008) [65] for cytological observation. After treatment, the specimens were sectioned with Ultramicrotome Leica EM UC7 (Leica Microsystems, Germany). Ultrathin sections (70 nm) were observed and photographed with a transmission electron microscope (JEM-1230, JEOl, Tokyo, Japan) on 600 mesh formvar-coated copper grids.

### Plant sample collection for microarray study

Plant sample collection for microarray study was the same as that for the previous proteomic study [8]. In brief, based on cytological observation results of acetocarmine staining, the collected inflorescence samples of the MES-treated and mock-treated groups were classified into three subgroups according to their bud length, namely small buds (SBs) with length below 1 mm (before and during the pollen mother cell (PMC) stage), medium buds (MBs) with 1–3 mm in length (from meiosis to the early-uninucleate-microspore stage), and large buds (LBs) with length over 3 mm (from the vacuolated-microspore to the mature-pollen stages). In the MB and LB subgroups, anthers were dissected from the buds, designed as An-MBs and An-LBs, respectively. Young leaves (Ls) from the main inflorescences of the MES-treated or mock-treated plants were also collected as vegetative tissue control. All samples were prepared on ice, immediately frozen in liquid nitrogen and then stored at −80°C for later use. Mixture samples collected from every 20 rows of the MES-treated or mock-treated plants were used as one biological replicate, and three independent biological replicates were then prepared for each sample.

### Microarray experiment and data acquisition

The Agilent Single Channel *Brassica* Oligo Microarray (4 × 44 K) was used in this study; the chip contains 43,803 probe sets designed on the basis of ESTs of *B. napus*, mRNAs, and predicted gene sequences from databases such as NCBI, TIGRI, and UniGene. Total RNAs of 24 samples, four pair tissues from the MES-treated and mock-treated plants with three biological replicates, were extracted using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, US) and purified using the QIAGEN RNeasy® Mini Kit (QIAGEN, GmBH, Germany). In total, 1.65 μg cRNA was used for hybridization, and washing, staining, and scanning were performed according to instructions. Three independent biological replicates were included in each microarray experiment. The hybridization signals were normalised by Quantile algorithm [66] using Gene Spring Software 11.0 (Agilent technologies, Santa Clara, CA, US) and log2 transformed.

For the identification of DETs involved in microgametogenesis between the MES-treated and mock-treated groups, two sets of Student’s t-test comparisons were performed (Figure 3). First, comparisons within groups, named vertical comparisons, were performed. Pairwise comparisons of Student’s t-test between tissues (organs) were performed within the mock-treated group and MES-treated group to detect DETs related to anther development under mock treatment (control) (fertile) and MES treatment (male sterile) conditions (Figure 3A). Second, comparisons between groups, named horizontal comparisons, were performed. These set of comparisons were performed in the four pairs of corresponding tissues (organs) between the MES-treated and mock-treated groups to identify DETs related to MES treatment (Figure 3B). The results of all these comparisons were filtered with the constraint of fold change ≥ 2 and p-value ≤0.001. To focus on genes presumably related to anther development, which are influenced by MES treatment, the common DETs in two sets of comparisons (the red and green parts in Figure 3C) were considered to be anther development-related genes affected by MES treatment. Microarray data were deposited to the database of the National Center for Biotechnology Information (NCBI) with the accession number GSE53468 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi??).

### Annotation and functional analysis

The identified differently expressed transcripts (DETs) of *B. napus* were annotated by BLASTN against TAIR (http://www.arabidopsis.org/Blast/index.jsp) in the present study. The unigenes (AGI identifers) with BLASTN expectation values (E-values) <10^−5^ [57] were used to annotate the target transcripts. Subsequently, the DETs with AGI identifers were used for further functional analysis.

To categorize differentially expressed genes based on their subcellular localization and biological functions, the rapeseed DETs with unique AGIs were submitted to the Munich Information Center for Protein Sequences (MIPS) catalogue of *A. thaliana* genome [67]. In addition, pathway visualization and analysis was performed using MapMan [68]. Furthermore, to obtain more cell wall biogenesis and lipid metabolism related genes, the differentially expressed genes with AGIs were also compared to Cell Wall Genomics database (http://cellwall.genomics.purdue.edu/families/index.html) and The Arabidopsis Lipid Gene Database (http://lipids.plantbiology.msu.edu/), respectively.

### Data validation by quantitative real-time PCR (qRT-PCR)

To confirm the differential expression pattern of DETs detected in the microarray experiments, qRT-PCR analyses were performed. Gene-specific primers were designed according to the reference unigene sequences (Additional file 8). Total RNAs were isolated using TRIzol reagent from the same plant samples as those used in the above mentioned microarray experiment. For each sample, cDNA was generated from 1 mg of total RNA using the MMLV Reverse Transcriptase TIANScript RT Kit (TIANGEN, China) according to instructions. The *B. napus β-actin* (accession no. AF111812.1) gene was used as a reference [69], and the relative gene expression levels were calculated using the2^−ΔΔCt^ method [70]. The results were obtained from three biologically independent experiments.

### Carbohydrate content analysis

To determine the composition changes in carbohydrate, such as soluble sugars, sucrose, and starch contents in both MES-treated and mock-treated groups, we analyzed three independent biological replicates for each tissue. The sugar content was measured according to Dorion *et al*. (1996) [71]. 1.0–3.0 g (fresh weight) of each tissue tested was used for sugar extraction and for starch content analysis. Total soluble sugars and reducing sugars were determined using the anthrone method [72] and 3,5-dinitrosalicylic acid method [73], respectively. The difference between the total soluble sugars content and the reducing sugars content was the amount of non-reducing sugars, which was recognized to be sucrose. The starch content was determined by hydrolyzing it to soluble sugars and calculated [71].

## Additional files

Additional file 1:
**Correlation coefficients between the three biological replicates of 24 samples.**
Additional file 2:
**Reproducibility of microarray experiments assessed by qRT-PCR.**
Additional file 3:
**List of 1501 differentially expressed transcripts (DETs) identified between the MES-treated and the mock-treated plants.**
Additional file 4:
**Annotation result of the 1501 differentially expressed transcripts (DETs) according to Arabidopsis Information Resource (TAIR).**
Additional file 5:
**Functional pathways of significantly differentially regulated genes assigned by MapMan.**
Additional file 6:
**Carbohydrate metabolism, cell wall formation, lipid metabolism, and cellular transport related genes influenced by MES treatment.**
Additional file 7:
**ALS subcellular localization, tissue expression profile, and co-expression analysis based on the information from TAIR.**
Additional file 8:
**Primers for quantitative real time PCR (qRT-PCR).**

## Abbreviations

ALS: acetolactate synthase
AHAS: acetohydroxyacid synthase
TAIR: *Arabidopsis* Information Resource
BRAD: *Brassica* Database
CHA: Chemical hybridization agent
DETs: differentially expressed transcripts
IM: imazethapyr
MES: monosulfuron ester sodium
MIPS: Munich Information Center for Protein Sequences
PMC: Pollen Mother Cell

# Supplementary material for: Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in Brassica napus L. male sterility induced by the chemical hybridization agent monosulfuron ester sodium
**Source:** BMC Genomics. 2015 Mar 17;16(1):206. doi: 10.1186/s12864-015-1388-5
**Supplement:** Additional file 1: — Correlation coefficients between the three biological replicates of 24 samples.

Additional file 1: Correlation coefficients between the three biological replicates of 24 samples

|  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- |
| Mo-Ls1 |  |  | Tr-Ls1 |  |  |
| Mo-Ls2 | 0.9906 |  | Tr-Ls2 | 0.9690 |  |
| Mo-Ls3 | 0.9802 | 0.9720 | Tr-Ls3 | 0.9118 | 0.8927 |
|  |  |  |  |  |  |
| Mo-SBs1 |  |  | Tr-SBs1 |  |  |
| Mo-SBs2 | 0.9704 |  | Tr-SBs2 | 0.9724 |  |
| Mo-SBs3 | 0.9635 | 0.9519 | Tr-SBs3 | 0.9813 | 0.9643 |
|  |  |  |  |  |  |
| Mo-An-MBs1 |  |  | Tr-An-MBs1 |  |  |
| Mo-An-MBs2 | 0.9704 |  | Tr-An-MBs2 | 0.8495 |  |
| Mo-An-MBs3 | 0.9635 | 0.9519 | Tr-An-MBs3 | 0.9469 | 0.9076 |
|  |  |  |  |  |  |
| Mo-An-LBs1 |  |  | Tr-An-LBs1 |  |  |
| Mo-An-LBs2 | 0.9657 |  | Tr-An-LBs2 | 0.9340 |  |
| Mo-An-LBs3 | 0.9866 | 0.9424 | Tr-An-LBs3 | 0.9428 | 0.9245 |

Mo-Ls and Tr-Ls: leaves from the main inflorescences in the mock-treated and MES-treated plants, respectively; Mo-SBs and Tr-SBs: the small buds less than 1mm in length containing microgametocyte before and during pollen mother stage in the mock-treated and MES-treated plants, respectively; Mo-An-MBs and Tr-An-MBs: the anthers from middle buds with length between 1mm and 3mm containing microgametocyte from meiosis to early uninucleate microspore stage in the mock-treated and MES-treated plants, respectively; Mo-An-LBs and Tr-An-LBs: anthers from large buds more than 3mm in length containing microgametocyte from voacuolated stage to mature pollen stage in the mock-treated and MES-treated plants, respectively.

1,2,3: represents three independent biological replicates.

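Each entry of this table is a correlation across probes between a pair of replicates of 1 group, so it describes how alike the arrays of a group are. Computed from linear signals without normalization, the coefficients in mock-treated An-MBs were 0.883 for replicates 1 and 2, 0.950 for 1 and 3, and 0.919 for 2 and 3. In MES-treated An-LBs they were 0.943, 0.943 and 0.933 for the corresponding pairs. Bright probes weigh most on the linear scale, and after quantile normalization on the log2 scale the same 3 pairs gave 0.982, 0.986 and 0.975 in mock-treated An-MBs.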

# Supplementary material for: Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in Brassica napus L. male sterility induced by the chemical hybridization agent monosulfuron ester sodium
**Source:** BMC Genomics. 2015 Mar 17;16(1):206. doi: 10.1186/s12864-015-1388-5
**Supplement:** Additional file 2: — Reproducibility of microarray experiments assessed by qRT-PCR.

Additional file 2: Reproducibility of microarray experiment assessed by qRT-PCR

# Supplementary material for: Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in Brassica napus L. male sterility induced by the chemical hybridization agent monosulfuron ester sodium
**Source:** BMC Genomics. 2015 Mar 17;16(1):206. doi: 10.1186/s12864-015-1388-5
**Supplement:** Additional file 4: — Annotation result of the 1501 differentially expressed transcripts (DETs) according to Arabidopsis Information Resource (TAIR).

Additional file 4: Annotation result of the 1501 differentially expressed transcripts (DETs) according to *Arabidopsis* Information Resource (TAIR)

| Tissues/organs | No. of DETs | No. of AGI* | No. of unique AGI | Not annotated DETs |
| --- | --- | --- | --- | --- |
| Ls | 77 | 74 | 65 | 3 |
| SBs | 67 | 61 | 59 | 6 |
| An-MBs | 161 | 150 | 126 | 11 |
| An-LBs | 1238 | 1130 | 897 | 108 |
| total | 1501 | 1379 | 1087 | 122 |

*: AGI represents the Arabidopsis genes identifer obtained from TAIR.

The *B. napus* DETs were conducted BLASTN against TAIR (<http://www.arabidopsis.org/Blast/index.jsp>), and the *A. thaliana* genes (AGI) with high similarity (E-value < 10−5) were collected.

# Supplementary material for: Comparative transcriptome analysis reveals carbohydrate and lipid metabolism blocks in Brassica napus L. male sterility induced by the chemical hybridization agent monosulfuron ester sodium
**Source:** BMC Genomics. 2015 Mar 17;16(1):206. doi: 10.1186/s12864-015-1388-5
**Supplement:** Additional file 7: — ALS subcellular localization, tissue expression profile, and co-expression analysis based on the information from TAIR.

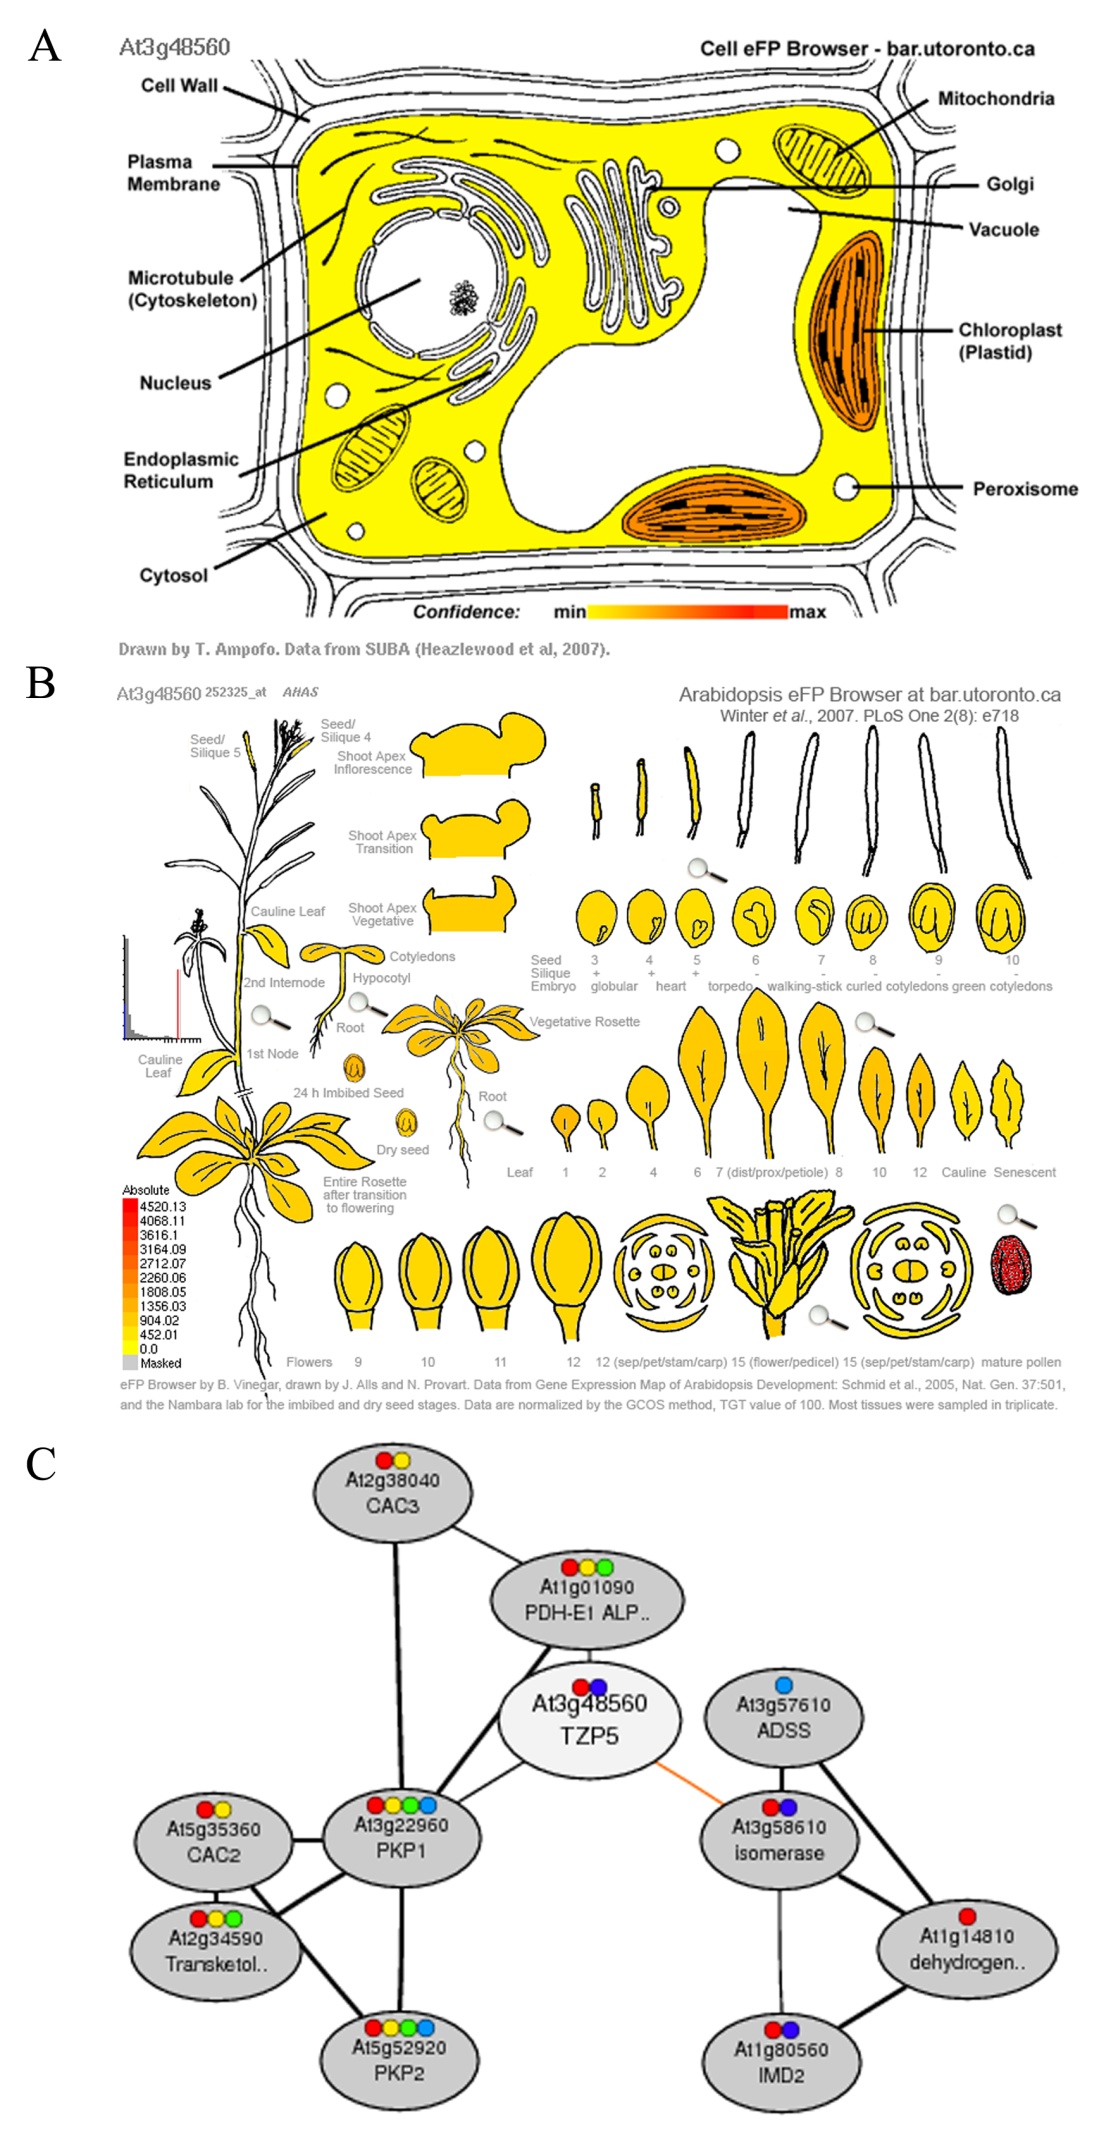

Additional file 7: ALS subcellular localization (A), tissue expression profile (B) and co-expression network analysis (C) based on the information from TAIR

ALS localized in chloroplast/plastid, and universally expressed in plant tissues, including leaves, seeds, young siliques, flower buds and showed the highest expression level in mature pollen grains in *Arabidopsis.*

At5g52920, plastidic pyruvate kinase beta subunit 1; At5g35360, acetyl Co-enzyme a carboxylase biotin carboxylase subunit; At2g38040, acetyl Co-enzyme a carboxylase carboxyltransferase alpha subunit; At3g58610, ketol-acid reductoisomerase; At1g01090, pyruvate dehydrogenase E1 alpha; At1g14810, semialdehyde dehydrogenase family protein; At1g80560, isopropylmalate dehydrogenase 2; At3g57610, adenylosuccinate synthase; At2g34590, Transketolase family protein; At3g22960, Pyruvate kinase family protein.

Color spots represent different pathways the co-expressed genes involved. Red, biosynthesis of secondary metabolites; yellow, pyruvate metabolism; green, glycolysis / gluconeogenesis; light blue, purine metabolism; dark blue, valine, leucine and isoleucine biosynthesis

How the deposited data were processed for this re-analysis (not part of the article)

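Transcripts were measured on 24 one-colour arrays, labelled with Cy3, in Ls, SBs, An-MBs and An-LBs of MES-treated and mock-treated plants, with 3 biological replicates in each of the 8 groups. A replicate was a mixture from 20 rows of plants. The intensity values of every spot were made by the authors with Feature Extraction, which per the file headers subtracted the background and removed spatial trends within each array, without scaling between arrays. The log2 values of the authors' table were made by quantile normalization of the hybridization signals in GeneSpring and log2 transformation, per the methods. Every array of that table had the same median. The normalized values computed here from the intensities differed from it by a median of 6.54e-07, with a 99th percentile of 0.000961 and a largest difference of 2.48.

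The intensities of the spots of a probe were averaged, which concerned 50 probes with up to 5 spots, and 1417 control spots were left out. Values were transformed to log2 and normalized by quantiles over all 24 arrays. The share of probes well above background, as marked by Feature Extraction, ran from 73.0% to 81.9% per array, and the median signal from 377.5 to 1208. Probes with an uneven or outlying spot, between 3 and 68 per array, had no weight on that array. Saturated spots were kept.

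All comparisons were made in R (version 4.3.3) with limma (version 3.58.1) and data.table (version 1.17.8). For MES-treated against mock-treated plants, each tissue (organ) was fitted alone with its 6 arrays, by lmFit and eBayes, over the probes well above background on at least 3 of the 6. A probe was called changed at a Benjamini-Hochberg adjusted p under 0.05, two-sided, and a change of at least 2-fold. The adjusted p given beside a probe is that of this fit, over all probes tested. Comparisons between tissues used the 6 arrays of each of the 6 pairs within a treatment, and the sets of the 6 pairs were united. The common set held the probes changed by MES in at least 1 tissue and between tissues in either treatment. A difference of the MES effect between tissues was tested as an interaction contrast in 1 limma fit of all 24 arrays.

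Replicate numbers were not used as pairs, since the methods do not describe any. As a check, the deviations of equally numbered MES and mock arrays from their group means were correlated over the 27364 probes well above background on all arrays. The coefficients were 0.145, 0.252 and 0.429 in Ls, -0.0664, 0.233 and 0.390 in SBs, 0.241, 0.261 and 0.0164 in An-MBs, and -0.234, 0.0399 and 0.214 in An-LBs. Only Ls had all 3 above 0.1, and the replicate number as a block was run as an alternative for each tissue. With the block, the count in Ls was 2013, which included 1143 of the 1567 probes called without it. In SBs the count was 811, which included 697 of the 1401.

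Named probes were chosen by a rule set before the data were examined, as were the tests and alternatives unless stated otherwise. They are the probes of Table 2, the probes of genes named in the results, discussion or Figure 7, the probes in the note of Table 1, and for each tissue the 3 called probes with the largest rise and the 3 with the largest fall among those well above background on all 6 arrays and without overlap of the groups. Probes for acetolactate synthase were to be named from probe descriptions, which are absent from the array files. For the same reason keyword sets were not tested. Gene names come from the paper's tables, since 0 of the identifiers on the arrays were found in the RefSeq gene table.

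Alternatives were a shift of each array to its 75th percentile, normexp background correction with an offset of 50 before quantile normalization, the authors' values, quantile normalization within a tissue or treatment, no filter or a stricter filter on dim probes, full weight for outlying spots, all 24 arrays in 1 fit, replicate number, slide or scan date as blocks, the methods' t-test with and without adjustment, no fold change filter, averaging of mock An-MBs replicates 1 and 2, and each array left out in turn. For normexp the median signal and median local background of each spot were used, because the array files hold no mean signal. An alternative with Welch's test was added after the data were seen. With an array left out, a group kept 2 arrays.

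The fits were tested on simulated data with the mock means and the spreads of these arrays. In each tissue 200 probes were changed, fewer than were called in the real data, without shifts of slides or whole arrays. Among simulated changes of at least 2 on the log2 scale, limma recovered 65.1% in Ls, 68.0% in SBs, 38.5% in An-MBs and 49.3% in An-LBs. Between 53 and 98 probes were called per tissue, with 2 to 5 false calls and 0 in the wrong direction. These rates need not hold where more probes change. For the interaction contrasts, false calls ran from 0 to 11 with 1 spread per probe and from 20 to 175 with a spread of its own in each group. In the latter case, 175 of 327 calls between An-MBs and An-LBs were false.

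Mock-treated samples lay on slides 1 to 3 and MES-treated samples on slides 4 to 6, with replicate 2 of MES-treated An-LBs on slide 7. Slide 1 was scanned on day 1, slide 7 on day 3 with another scanner model, and the others on day 2. Treatment and slide therefore cannot be told apart. Quantitative PCR, microscopy and carbohydrate contents were not analysed here.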

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

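The look at which exchanges of labels gave as many probes, and the correlations of replicate 2 of MES-treated An-LBs, were chosen only after the results were seen.

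The effect of MES differed between tissues (organs) when the difference was tested itself in a limma fit of all 24 arrays. At an adjusted p under 0.05 it differed for 1472 probes between Ls and SBs, 4689 between Ls and An-MBs, 10933 between Ls and An-LBs, 1906 between SBs and An-MBs, 8008 between SBs and An-LBs, and 5431 between An-MBs and An-LBs. The treatment labels were also exchanged within each tissue in 100 drawn assignments, the real assignment included. As many probes were found in 1 of 100 for Ls and SBs, 1 for Ls and An-MBs, 2 for Ls and An-LBs, 1 for SBs and An-MBs, 3 for SBs and An-LBs, and 2 for all pairs together, so chance can be excluded for these. Between An-MBs and An-LBs it was 6 of 100, and by that share chance cannot be excluded. However, all 5 of its other exchanges with as many probes had the labels of 1 of its tissues or both all kept or all exchanged, which leaves the size of the MES effect there as it was. The 76 without such a tissue gave at most 41 probes. With unequal spreads between the groups, simulated data gave between 20 and 175 false calls, the 175 among 327 calls between An-MBs and An-LBs. The adjusted p thus did not hold false calls to its threshold there. Few probes were made to differ in these simulations, so they do not give the number of false calls within the counts. The counts rose with array weights and stayed within 1.5 times under the shift to the 75th percentile and without a filter on dim probes. MES-treated and mock-treated samples lay on different slides in every tissue, so an effect of slides that differs with the position on the slide cannot be told apart from a tissue-specific effect of MES, which stays open as untested.

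Some named probes changed in opposite directions in different tissues, and the difference of the effects was past the threshold in the limma fit of all 24 arrays. For CAD4 (A_46_P289908) the effect in An-MBs minus that in Ls was 2.95 on the log2 scale, and for TLL1 (A_46_P291948) the effect in An-LBs minus that in Ls was 3.62. For OLEO4 (A_46_P357630) the effect in An-LBs minus that in An-MBs was -5.01. The effect on A_46_P229574 in An-LBs minus that in Ls was -10.30. For A_46_P381563 the effect in An-LBs was lower by a difference of -3.86 from SBs and of -4.15 from An-MBs. OLEO4 was well above background on 1 of 3 mock arrays of An-MBs, and its call there was lost with normexp background correction. The calls of CAD4, TLL1 and A_46_P229574 in Ls were lost without MES replicate 1 or any mock array of Ls. No biological explanation was tested for single probes.

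Outside the transcripts of Additional file 3, 11116 probes were called changed by MES in at least 1 tissue. The paper does not discuss them. In each tissue the real split of the 6 arrays was the 1 of 10 with most calls, and the largest number under another split was 3 in Ls, 1 in SBs, and 0 in An-MBs and An-LBs. With 10 splits the share cannot fall under 10%, so chance cannot be excluded from the splits alone. In Ls, which alone had all replicate numbers correlated, 1 of the 4 splits that part all pairs gave as many. For the common set, 1 of 100 drawn exchanges gave as many probes, the real assignment itself with 11991. Chance can be excluded for the set as a whole by that share, although the largest other number was 11727. Exchanges that keep or swap all labels of a tissue leave its number of calls as it was, and An-LBs had 10233 calls. The share therefore does not speak for Ls, SBs or An-MBs. The explanation that probes near background make up the calls was tested in An-MBs, where 53.5% of the lower probes were well above background on all 6 arrays, which argues against it for most of them. An effect of slides that is alike at all positions is argued against as the whole origin of the calls by the differences between tissues above. Such an effect could still add to the calls in each tissue, because treatment and slide coincide. An effect of slides that differs with the position cannot be told apart from an effect of MES. In An-LBs, MES replicate 2 lay on another slide and position than replicates 1 and 3, and its r with them was 0.9751 and 0.9815, against 0.9709 between these. As a single array, also of MES-treated plants, it does not settle this.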

How the results depend on the processing

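The alternative with Welch's test was chosen only after the data were seen; the others were planned.

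No named probe changed its direction under any alternative tried, while the share of the common set that was lower in MES-treated plants moved to either side of 50%. In An-LBs the count of changed probes stayed within 1.5 times of 10233 under 19 of 21 alternatives, the number of probes differing between tissues (organs) under 27 of 29 in the mock-treated and 26 of 28 in the MES-treated group, and the common set under 37 of 40. The counts in Ls, SBs and An-MBs stayed within 1.5 times under 9 of 21, 10 of 21 and 10 of 22. No probe called in a tissue was called in the opposite direction there in any of these settings. The median log2 change over all probes moved by less than 0.1 under each scaling.

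Without a filter on dim probes, 798 probes were changed in Ls and 915 in SBs, where more probes were tested, and 44.466% of the common set were lower. With all 24 arrays in 1 fit, Ls had 3568 and An-MBs 4152, and the share lower was 49.996%. Slide as a random block in that fit gave 3538, 4115 and 50.015%. With the scan date as a block, Ls had 3137 and SBs 932, and the share was 49.913%. These fits pool the spread over tissues. The replicate block gave 811 in SBs and changed no other count by 1.5 times. The methods' t-test gave 351 in Ls, 286 in SBs, 688 in An-MBs and 3634 in An-LBs, 17705 and 7142 between tissues in the mock-treated and MES-treated groups, and a common set of 3778 with 58.152% lower. With Benjamini-Hochberg adjustment it gave 24, 6 and 751 in Ls, SBs and An-MBs, and a common set of 7897 with 44.511% lower. Averaging mock An-MBs replicates 1 and 2 left 439 in An-MBs, with fewer arrays. Welch's test at the same threshold with a detection filter gave 136, 101, 255 and 1800 in the 4 tissues, 11679 and 3787 between tissues, and a common set of 1547 with 64.9% lower. The share lower was also 51.707% under the shift to the 75th percentile, 50.01% with normexp, 42.404% with the stricter filter and 42.104% without a fold change filter. Where no cause is given, the cause was not tested.

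With single arrays left out, which leaves 2 arrays in a group, counts ran from 3 to 4193 in Ls, 42 to 1165 in SBs, 251 to 5289 in An-MBs and 7936 to 10010 in An-LBs, from 26714 to 27631 and 16565 to 20184 between tissues in the mock-treated and MES-treated groups, and from 10174 to 13647 in the common set, and the share lower from 42.366% to 50.832%. Ls fell to 8 without MES replicate 1 and to 5, 3 and 15 without mock replicate 1, 2 and 3, and rose to 4193 without MES replicate 2. SBs fell to 626 and 207 without MES replicate 1 and 3, and to 42, 454 and 777 without mock replicate 1, 2 and 3. An-MBs fell to 966 and 775 without MES replicate 1 and 3 and to 251, 773 and 578 without mock replicate 1, 2 and 3, and rose to 5289 without MES replicate 2.

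The mean replicate correlation was 0.945 on linear signals and 0.946 on quantile-normalized linear signals. With array weights the difference in the MES effect between tissues was found for 29939 probes over all pairs, and for 10922 between Ls and SBs, 16224 between Ls and An-MBs, 19631 between Ls and An-LBs, 9522 between SBs and An-MBs, 14937 between SBs and An-LBs and 14492 between An-MBs and An-LBs.

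For the Table 2 probes, 643 of 745 values stayed past the threshold and 102 did not, and 15 of the 37 probes kept their call under each alternative that gave a value for them, namely 14 of 18 in An-MBs, 1 of 9 in SBs and 0 of 10 in Ls. Of these 14, 9 gave no value without a mock array, with mock An-MBs replicates 1 and 2 averaged or with the stricter filter. For probes named in the text it was 372 of 460 values, for those in the note of Table 1 88 of 106, and for the largest changes 382 of 488. Slide as a fixed block was run for the comparisons between tissues. For MES-treated against mock-treated plants it was not run, since each slide held samples of a single treatment. Scan date as a random block was not run. Keyword sets and their alternatives were not run, because the array files hold no descriptions. Dim signal limits how well the size of a fall is known. Of the 994 lower probes in An-MBs, 327 were not well above background on any MES array.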

Differences from the paper's values

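No test in this part was chosen after the result was seen except the alternative with Welch's test.

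The paper gives 11428 transcripts differing between tissues (organs) in the mock-treated group, against 27714 here, and 3786 in the MES-treated group, against 18688. It gives 1011 higher and 1218 lower in at least 1 tissue of MES-treated plants, against 7171 and 5764, and a common set of 1501 in the paper, with 542 higher and 961 lower, against 11991 with 6720 and 5589. Per tissue the paper's common set has 26 higher and 51 lower transcripts in Ls, against 774 and 731 here, 39 and 28 in SBs, against 596 and 772, 85 and 76 in An-MBs, against 1436 and 968, and 415 and 823 in An-LBs, against 5644 and 4042. With changes of 10-fold or more, the paper has 0 higher and 0 lower in Ls, against 103 and 15, 2 higher and 5 lower in SBs, against 38 and 181, 21 and 59 in An-MBs, against 214 and 434, and 69 and 608 in An-LBs, against 559 and 1594.

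Of the 15 alternatives set before the data were examined, none brought these counts within 1.5 times of the paper's, except the stricter filter on dim probes for the probes lower by 10-fold or more in An-MBs and in An-LBs, and the adjusted form of the methods' t-test for those in Ls. Leaving out any mock array of Ls also brought the probes lower by 10-fold or more in Ls to the paper's value. Welch's test at the p-value threshold of the methods, with probes well above background on all 3 arrays of a group, was chosen after seeing the values and drops 1 of the paper's 1501 transcripts. It gave 11679 and 3787 between tissues, 1014 higher and 1219 lower, and a common set of 1547 with 545 higher and 1004 lower, and all counts above came within 1.5 times of the paper's. Without the filter it gave 1045 higher and 1241 lower.

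For replicate correlations on linear signals, the paper's table has 0.934 for replicates 1 and 2 of MES-treated An-LBs, against 0.9427 here, and 0.9245 for replicates 2 and 3, against 0.9331. For mock-treated An-MBs the paper has 0.9704, 0.9635 and 0.9519 for replicates 1 and 2, 1 and 3, and 2 and 3, against 0.8829, 0.9497 and 0.9189. The paper's values for this group repeat those it gives for mock-treated SBs. No alternative concerned these values.

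Some statements also differ. The paper states that most of the common set was lower in MES-treated plants. Here 46.6% were, and more than 50% only under the shift to the 75th percentile with 51.7%, the methods' t-test with 58.2%, Welch's test with 64.9% and, at 50.0% or 50.8%, with normexp, with slide as a random block and without MES replicate 2 of Ls. It describes the changes in An-MBs and An-LBs together as mainly falls of 10-fold or more. Here 434 of 2404 probes of the common set in An-MBs and 1594 of 9686 in An-LBs fell so far. Of these, 261 and 507 were not well above background on any MES array, so a 10-fold fall is not shown for all of them. The paper's transcripts passed a stricter threshold than the adjusted p used here, which bears on this difference. Under Welch's test at the threshold of the methods, 59 fell so far in An-MBs, where 76 were lower and 85 higher. In An-LBs 633 did, where 866 were lower and 418 higher. The paper has 59 and 608. Many genes of carbohydrate, cell wall and lipid metabolism are described as lower in each tissue. Of the cell wall probes, 35 were lower and 6 higher in An-LBs, 15 and 3 in An-MBs, 2 and 2 in SBs, and 1 and 1 in Ls. Of the lipid probes, 14 were lower and 8 higher in An-LBs, 5 and 4 in An-MBs, 1 and 2 in SBs, and 1 and 0 in Ls. Of the minor carbohydrate probes, 7 were lower and 3 higher in An-LBs, 0 and 1 in An-MBs, 1 and 2 in SBs, and 0 and 2 in Ls, and of the major ones 3 were higher and 0 lower in An-LBs, 0 changed in An-MBs and SBs by limma and by the methods' t-test, where 1 and 2 had an unadjusted p under 0.05 by limma, and 3 were lower and 0 higher in Ls. More were higher than lower among the lipid and minor carbohydrate probes in SBs, the minor ones in Ls and An-MBs and the major ones in An-LBs, although the minor ones in SBs were 2 and 2 with normexp. Genes for ATP-binding cassette proteins, heavy metal transport and MATE efflux are described as higher in all tissues. By limma and by the methods' t-test, 0 of the ATP-binding cassette probes changed in SBs and An-MBs, where 2 and 1 had an unadjusted p under 0.05, and 2 of 3 MATE probes were lower in An-LBs. H(+)-ATPase 3 is described as lower in late anthers, and here it was lower too but not past the threshold, with a log2 fold change in An-LBs of -1.55 and an adjusted p of 0.104 from limma. Its call was made with the replicate block (adjusted p = 0.0291) and without mock replicate 2 of An-LBs (adjusted p = 0.00888), and over all settings with limma the adjusted p ran from 0.00888 to 0.296.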

Other observations

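The tests on the shares of the changed probes of An-MBs that rise or fall from mock SBs or mock An-MBs to mock An-LBs, on single arrays of Ls, on the similarity of mock An-MBs replicates 1 and 2, and on the paper's table of replicate correlations were chosen only after the results were seen.

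A hypothesis was that anthers of MES-treated plants lag behind those of mock-treated plants in development. In large buds, the MES effect against pairs of mock arrays was set against the change from mock An-MBs to the mock An-LBs array left out. Pearson's r across probes was -0.6703, -0.4826 and -0.6669 for the 3 left-out arrays, the nearest to 0 being -0.4826, which is consistent with such a lag. The 1309 probes well above background on all mock An-LBs arrays and on no mock SBs array had a mean log2 signal of 10.52 in mock An-LBs, 5.15 in MES An-LBs and 5.78 in mock An-MBs. A loss of pollen transcripts alone, with other cells unchanged, had been taken to predict no relation between the rise of the remaining transcripts and how far they fall in mock plants. However, transcripts that pollen dilutes in mock plants could also rise in proportion to their fall when pollen is lost. The slopes were 0.3107, -0.1822 and 0.31 with a median of 0.31, and the sign depended on the array left out. Both explanations therefore cannot be told apart by these slopes.

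In middle buds, the MES effect was correlated with the change from mock SBs to mock An-LBs, which shares no array with it. Pearson's r was -0.345 and Spearman's rho -0.0361. Of the probes lower in An-MBs, 65.3% rose at least 2-fold over that change, against 19.8% of all probes tested, in line with a delay or loss of late transcripts. Of the probes higher in An-MBs, 28.7% fell at least 2-fold, against 31.5% of all, and 36.1% rose, against 19.8%, but this change runs from whole buds to anthers. The shares were therefore also taken among anthers, with the MES effect against pairs of mock arrays and the change from the mock An-MBs array left out to mock An-LBs. Pearson's r with this change was 0.140, 0.0647 and 0.216 for the left-out arrays, opposite in sign to that with the change from mock SBs. Of the lower probes 55.1%, 42.4% and 36.6% rose at least 2-fold, against 16.5%, 17.3% and 15.4% of all, and 17.4%, 30.7% and 29.8% fell. Of the higher probes 27.5%, 22.1% and 19.2% fell, against 27.6%, 29.7% and 26.1% of all, while 43.4%, 38.8% and 43.0% rose. This argues against a lag as the whole origin of the rise, and so of the whole effect, and leaves a delay or loss of late transcripts open for the lower probes. The change among anthers covers the stages after An-MBs and not those before. Signal near background in 1 group is argued against for most of the lower probes by the 53.5% that were well above background on all 6 arrays.

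Bud tissue in the leaf samples was tested with the 820 probes well above background on all SBs arrays and on no mock Ls array. Of these 74.0% were higher in MES Ls, with a median log2 difference of 0.68 and a Spearman correlation of 0.140 with the level in SBs. The 47 most abundant had a median log2 level of 13.79 in SBs, 3.64 in mock Ls and 3.88 in MES Ls, and a median difference of 0.0936. The arrays differed, and MES replicate 3 went furthest, with 72.2% of the 820 probes well above background, against 36.3% and 20.0% for replicates 1 and 2. On that array the most abundant had a median of 4.28, and their median difference from the mock mean was 0.133, against 1.20 for all 820. On replicates 1 and 2 the corresponding differences were -0.0305 against 0.554 and -0.00571 against 0.0461. Of the most abundant, 42.55% were well above background on replicate 3, and 19.15% and 14.89% on replicates 1 and 2. The Spearman correlation with the level in SBs was 0.231 on replicate 3, and 0.0506 and -0.00589 on replicates 1 and 2. The most abundant probes thus stayed below the 820 as a whole on each MES array. This argues against bud tissue as the whole origin, although the correlation on replicate 3 goes the other way. In the mirrored choice, with 269 probes on no MES Ls array, 67.7% were lower in MES Ls, so part of the shift follows from the choice of probes.

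Replicate 2 of MES-treated An-LBs was on a slide of its own and was scanned on another day with another scanner model. Without it 9031 probes were called in An-LBs, against 9159 and 8845 without replicate 1 and 3. The larger of these over 9031 was 1.01, which argues against this array as the origin of the count. The files of mock An-MBs replicates 1 and 2 have names of 1 base. Their r was 0.9817, against 0.9856 and 0.9751 for the other pairs of the group, which argues against a library hybridized once and used again. For MES-treated An-LBs the 2 pairs with replicate 2 differ from the paper's table by 0.00859 or more while the remaining pair matches. This fits the candidate explanation of another scan or hybridization of that sample behind the table.

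Probes changed by MES were found among those changed between tissues (organs) more often than shared arrays give. The shares were 89.9%, 91.6%, 90.8% and 87.6% in Ls, SBs, An-MBs and An-LBs, against 82.6%, 80.1%, 75.9% and 77.7% of leading probes in simulated groups without an effect. The smallest difference was 7.26 percentage points, which argues against shared arrays as the whole origin.

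Exchanging labels gave as many probes differing between tissues in 1 of 100 drawn assignments in the mock-treated group and 1 of 100 in the MES-treated group, the real assignment itself, so chance can be excluded for both. The largest other numbers were 19094 and 10338.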
